# A double blinded, placebo-controlled pilot study to examine reduction of CD34 ^+^/CD117 ^+^/CD133 ^+^ lymphoma progenitor cells and duration of remission induced by neoadjuvant valspodar in dogs with large B-cell lymphoma

**DOI:** 10.12688/f1000research.6055.3

**Published:** 2017-04-18

**Authors:** Daisuke Ito, Michael Childress, Nicola Mason, Amber Winter, Timothy O’Brien, Michael Henson, Antonella Borgatti, Mitzi Lewellen, Erika Krick, Jane Stewart, Sarah Lahrman, Bartek Rajwa, Milcah C Scott, Davis Seelig, Joseph Koopmeiners, Stephan Ruetz, Jaime Modiano

**Keywords:** canine, non-Hodgkin, lymphoma, lymphoma, progenitor, cells, ABCB1/P-glycoprotein, valspodar

## Abstract

We previously described a population of lymphoid progenitor cells (LPCs) in canine B-cell lymphoma defined by retention of the early progenitor markers CD34 and CD117 and “slow proliferation” molecular signatures that persist in the xenotransplantation setting. We examined whether valspodar, a selective inhibitor of the ATP binding cassette B1 transporter (ABCB1, a.k.a., p-glycoprotein/multidrug resistance protein-1) used in the neoadjuvant setting would sensitize LPCs to doxorubicin and extend the length of remission in dogs with therapy naïve large B-cell lymphoma. Twenty dogs were enrolled into a double-blinded, placebo controlled study where experimental and control groups received oral valspodar (7.5 mg/kg) or placebo, respectively, twice daily for five days followed by five treatments with doxorubicin 21 days apart with a reduction in the first dose to mitigate the potential side effects of ABCB1 inhibition. Lymph node and blood LPCs were quantified at diagnosis, on the fourth day of neoadjuvant period, and 1-week after the first chemotherapy dose. Valspodar therapy was well tolerated. There were no differences between groups in total LPCs in lymph nodes or peripheral blood, nor in event-free survival or overall survival. Overall, we conclude that valspodar can be administered safely in the neoadjuvant setting for canine B-cell lymphoma; however, its use to attenuate ABCB1 ^+^ cells does not alter the composition of lymph node or blood LPCs, and it does not appear to be sufficient to prolong doxorubicin-dependent remissions in this setting.

## Introduction

The importance of tumor-propagating cells in the pathogenesis of cancer is becoming increasingly well recognized ^1^. However, there are only a few reports supporting the existence of such cells in human lymphoma cell lines or in transgenic lymphoma mouse models ^2– 5^. Our group identified a subset of lymphoid progenitor cells (LPCs) in primary canine B-cell lymphomas that were characterized by co-expression of hematopoietic progenitor antigens CD34, CD117, and CD133, the B-lymphoid lineage marker CD22, and the common leukocyte antigen CD45 ^6^. These LPCs had phenotypic properties consistent with tumor-initiating or tumor-propagating cells (TIC/TPC); they also persisted in the xenotransplantation setting, suggesting that they were relevant to the biology of this disease *in vivo* ^6^. When compared with the bulk of the tumor cells, LPCs showed significantly lower expression of 44 genes across the genome, mapping to cell cycle and transmembrane signaling pathways ^7^. This indicated that LPCs exhibit the characteristic “slow proliferation” seen in normal bone marrow-derived hematopoietic stem cells and in TIC/TPC in other cancers.

One common feature of TIC/TPC in solid tumors is the expression of ATP-binding cassette (ABC) transporter proteins such as ABCB1 (multidrug resistance protein-1 or P-glycoprotein) and ABCG2 (breast cancer resistance protein) ^8^. ABC transporter proteins confer drug resistance by actively transporting drugs from the intracellular space to the extracellular space, thereby preventing the interaction of these drugs with their intracellular targets. In the case of ABCB1, expression has been shown to confer resistance to vinca alkaloids, anthracyclines, taxanes, epipodophyllotoxins, and other drugs ^9, 10^.

Genome-wide gene expression profiling data showed that mRNAs for ABCB1 and ABCG2 were expressed in several types of spontaneous canine lymphomas, including diffuse large B-cell lymphoma (DLBCL) and marginal zone lymphoma (MZL) ^11^. Valspodar (PSC-833) is a selective ABC transporter inhibitor with an acceptable safety profile. Specifically, valspodar had acceptable toxicity when given alone and in combination with cytotoxic chemotherapy in Phase I/II clinical trials in humans with several types of cancer and in one study of dogs with naturally occurring osteosarcoma treated with doxorubicin ^12– 16^. These favorable toxicological and pharmacokinetic profiles made valspodar an attractive candidate for targeting LPCs, especially because a safe protocol had been previously established for its neoadjuvant use to inhibit ABCB1 in dogs receiving doxorubicin chemotherapy ^14^.

Three large, double blinded, randomized phase-3 clinical trials have been reported using valspodar in combination with chemotherapy to treat people with cancer. One targeted patients with relapsed/refractory multiple myeloma ^17^, another was done in women with stage IV or suboptimally debulked stage III ovarian or primary peritoneal cancer ^18^, and the third enrolled newly diagnosed patients under 60 years old with acute myeloid leukemia ^19^. The addition of valspodar did not improve objective results in any of these studies, and it generally enhanced toxicity associated with chemotherapy. However, none of the studies evaluated whether valspodar sensitized specific cell subpopulations within the tumors, including TICs or TPCs, to the cytotoxic effects of chemotherapy.

We designed this study specifically to test that question; that is, whether neoadjuvant valspodar treatment would enhance the sensitivity of LPCs to doxorubicin in dogs with spontaneous large B-cell lymphomas.

## Materials and methods

### Supplies and reagents

Clinical grade valspodar (PSC-833) was provided by Novartis Pharma AG (Basel, Switzerland). Valspodar was compounded for use in pet dogs by Custom Rx Compounding Pharmacy (Roy D. Katz R. Ph., Richfield, MN). Capsules containing 100 mg valspodar or placebo (compounding materials without valspodar) were formulated with the same method used to compound cyclosporine-A for oral use in dogs, since these compounds share a high degree of structural similarity. Activity of the compounded valspodar was confirmed using the side population assays described below. Research grade valspodar and verapamil were purchased from Sigma-Aldrich (St. Louis, MO) and were diluted in dimethyl sulfoxide (DMSO; Sigma-Aldrich) for use *in vitro*. Lymphoma cells were maintained in short-term culture as described ^6, 20, 21^. COSB hemangiosarcoma cells were maintained as adherent cultures as described ^22^.

### Trial design

This was a double blinded, placebo-controlled trial with 10 dogs in each study arm. The main statistical endpoint was a change in LPCs following treatment. The hypothesis was that a significant reduction in the number of LPCs in blood and/or in lymph node cells would occur in dogs treated with valspodar, but not in dogs receiving placebo. The sample size of 10 dogs per group was selected to provide 80% power to establish a difference of ± 2 S.D. in LPCs pre-and post-valspodar or placebo treatment within and between groups. The study was not powered to detect significant differences in duration of remission or overall survival. However, outcomes were recorded to evaluate trends that could be used to design future studies or could be included in meta-analysis. Criteria for inclusion were *(1)* clinical diagnosis of multicentric lymphoma (WHO stage I-V); *(2)* confirmed WHO classification of large B-cell lymphoma (DLBCL or MZL in transition) ^23^; *(3)* favorable performance status with an expected survival time of ≥ 30 days; *(4)* body weight more than 15 kg (to allow adequate blood sampling) and less than 40 kg (to ensure dosing feasibility); *(5)* platelet count ≥100,000/ml and packed cell volume ≥30%; and *(6)* informed pet owner consent in writing. Criteria for exclusion were *(1)* disease substage b; *(2)* any previous therapy for lymphoma, including corticosteroids; *(3)* lymphomas classified as other than DLBCL or MZL in transition; *(4)* dogs from herding breeds with high frequency of inactivating MDR-1 polymorphisms ^24, 25^; and *(5)* significant co-morbidities, such as renal or hepatic failure, congestive heart failure, or clinical coagulopathy. There were no restrictions based on age, gender, neuter status, or other physical parameters.

Treatment costs for eligible participants up to $2500 were paid by study funds through the end of the chemotherapy protocol. The study was conducted with approval and under the oversight of the University of Minnesota Institutional Animal Care and Use Committee (IACUC Protocol 1011A92815 “Ablation of tumor initiating cells by P-glycoprotein inhibition: Proof of principle study in canine diffuse large B-cell lymphoma”). The trial design and implementation conformed to the Standard Protocol Items: Recommendations for Interventional Trials (SPIRIT) guidelines ^26^ where they apply to studies in companion animals. The flow of participants is provided in Figure 1. The demographic composition of the study population after unblinding is provided in Table 1. The timing of each procedure is shown in Table 2.

**Figure 1.**
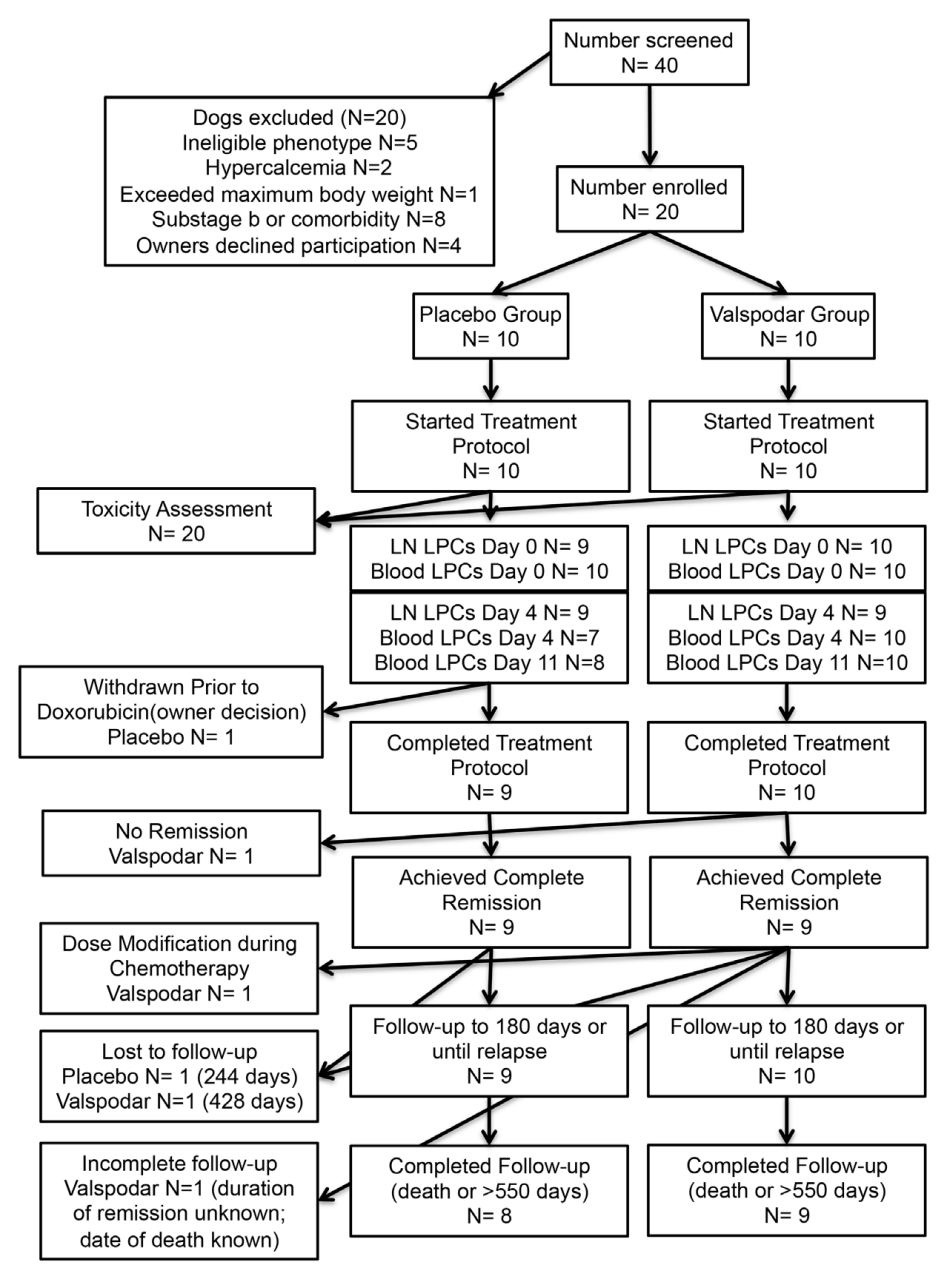
Enrollment, exclusions, and assessments. Flow chart with details of dogs enrolled in the study and exclusions from each of the measured endpoints.

**Table 1.** Signalment (demographic characteristics) of study dogs.

	All Dogs	Placebo Group	Valspodar Group
	20	10	10
Gender Male (neutered) Female (spayed) Not reported	9 (7) 10 (10) 1	4 (3) 5 (5) 1	5 (4) 5 (5) 0
Breed Golden retriever Labrador retriever Vizsla Other (beagle, mixed breed, Springer spaniel, poodle, bulldog) Not reported	6 3 3 7 1	1 1 2 5 1	5 2 1 2 0
Age Median (yr) Mean (yr) Range (yr)	7.6 7.5 3.8 - 12.1	8.4 8.6 5.3 - 12.1	6.8 6.7 3.8 - 11.6
Stage IIIa IVa Va Not reported	6 10 3 1	3 5 1 1	3 5 2 0

**Table 2.** Study protocol.

	Day 0	Day 1	Day 2	Day 3	Day 4	Day 5	Day 11	4X 21 days cycle
Lymph node biopsy	X				X			
Blood and serum samples	X				X		X	
Cytology and histopathology	X				X			
Valspodar/Placebo (7.5 mg/kg, PO, q 12 hr)		X	X	X	X	X		
Doxorubicin (21 mg/m ^2^, IV)					X			
Doxorubicin (30 mg/m ^2^, IV)								X

### Sample handling and pathological classification

Incisional wedge biopsies collected during eligibility screening before treatment (Day 0) and tru-cut biopsies collected on the fourth day of neoadjuvant treatment for enrolled dogs (Day 4) were processed as described ^27^. Briefly, representative sections from each biopsy were fixed in 10% neutral buffered formalin for 24 hours and embedded in paraffin for routine histological analysis. Sample processing, staining, and immunohistochemical stains were done by the Comparative Pathology Shared Resource of the Masonic Cancer Center, University of Minnesota. Samples were classified according to the modified WHO scheme for canine lymphoma based on cell morphology, immunophenotyping using antibodies against human CD3 (AbD Serotec Cat# MCA1477T RRID:AB_10845948), human CD20 (Lab Vision Cat# RB-9013-P0 RRID:AB_149766), and CD79a (clone HM47/A9, Cat# CM 067 C, now supplied by Thermo Scientific as RRID:AB_10981393), and available clinical history by two board certified veterinary pathologists (TDO and DMS). The remainder of the biopsy samples was used to prepare single cell suspensions to support the diagnoses through flow cytometry; these suspensions were cryopreserved in liquid nitrogen storage for the following analyses as described ^6, 27^.

Blood samples were collected in evacuated EDTA tubes at Day 0, Day 4, and Day 11 to monitor toxicity and to evaluate blood LPCs. Adverse events were recorded and classified according to the Veterinary Cooperative Oncology Group (VCOG) criteria ^28^.

### Flow cytometry

*Tumor tissues *- Flow cytometry analysis was performed as described ^6, 20^. Briefly, 5 × 10 ^5 ^ tumor cells were incubated with dog immunoglobulin G (IgG; Jackson ImmunoResearch, West Grove, PA) to prevent non-specific binding of antibodies to Fc receptors. Cells were stained using fluorescein isothiocyanate (FITC), phycoerythrin (PE), or allophycocyanin (APC) and conjugated antibodies against dog CD3 (clone CA17.2A12, AbD Serotec Cat# MCA1774F RRID:AB_2291174), dog CD4 (clone YKIX302.9, AbD Serotec Cat# MCA1038F RRID:AB_321271), dog CD5 (clone YKIX322.3, AbD Serotec Cat# MCA1037F RRID:AB_322643), dog CD8 (clone YCATE55.9, AbD Serotec Cat# MCA1039PE RRID:AB_322646), dog CD45 (clone YKIX716.13, AbD Serotec Cat# MCA1042F RRID:AB_324047, Cat# MCA1042PE RRID:AB_322644, and AbD Serotec Cat# MCA1042APC RRID:AB_324810), dog CD21 (clone CA2.1D6, AbD Serotec Cat# MCA1781PE RRID:AB_323238), human ABCB1 (clone UIC2, eBioscience Cat# 17-2439-42 RRID:AB_10736477), and human ABCG2 (clone 5D3, eBioscience Cat# 12-8888-82 RRID:AB_466219). Anti-human CD22 antibody (clone RFB4, Abcam Cat# ab23620 RRID:AB_447570) was labeled using the Zenon anti-mouse IgG1 Alexa-Fluor 647 labeling kit (Invitrogen-Molecular Probes, Carlsbad, CA). LPCs were detected by a cocktail of antibodies directed against canine CD34 (clone 1H6, BD Biosciences Cat# 559369 RRID:AB_397238), human CD117 (clone YB5.B8, BD Biosciences Cat# 555714 RRID:AB_396058), and mouse CD133 (clone 13A4, eBioscience Cat# 12-1331-80 RRID:AB_465848), where the mix was designated as “Progenitor” ^6^. The antibodies directed against human and mouse antigens have been shown to recognize the canine homologs ^6, 21, 29^. Cells were gated based on their light scatter properties, and dead cells were excluded using *7*-amino-actinomycin D (7-AAD; eBioscience) staining. Flow cytometry was performed using an LSRII cytometer (BD Immunocytometry Systems, San Jose, CA), and results were analyzed using FlowJo software (Tree Star, RRID:nif-0000-30575).

*Peripheral blood *– All flow cytometric experiments on peripheral blood were performed at the Flow Cytometry and Cell Separation Facility within the Bindley Bioscience Center at Purdue University using an iCyt Reflection HAPS cell sorter (Sony Biotechnology, Inc., San Jose, CA). Results were analyzed using FlowJo software (Tree Star, RRID:nif-0000-30575). Data to derive the frequency of LPCs in blood were also analyzed using FCS Express ( *De Novo* Software, Los Angeles, CA). Briefly, approximately 50 ml peripheral blood was collected via jugular venipuncture into EDTA tubes from each study dog on Days 1, 4, and 11. Blood samples collected at the University of Minnesota and the University of Pennsylvania were mixed in a 1:1 ratio with RPMI-1640 (Mediatech, Inc., Manassas, VA) and shipped on ice to Purdue University for flow cytometric analysis. Samples collected at Purdue University were processed immediately for analysis. All blood samples were centrifuged at 1500 × g for 20 minutes at 4°C. Plasma was removed by vacuum suction, and the buffy coat was manually harvested from each sample, then transferred to microcentrifuge tubes. Buffy coats were re-centrifuged at 1500 × g for 15 minutes at 4°C, then re-harvested. Cells were stained using FITC, PE, or APC-conjugated antibodies against human CD22 (clone RFB4, Abcam Cat# ab23620 RRID:AB_447570), canine CD34 (clone 1H6, BD Biosciences Cat# 559369 RRID:AB_397238), human CD117 (clone YB5.B8, BD Biosciences Cat# 555714 RRID:AB_396058), and mouse CD133 (clone 13A4, eBioscience Cat# 12-1331-80 RRID:AB_465848). Isotype control antibodies (mouse IgG1 (eBioscience Cat#12-4714-82) and rat IgG2b (eBioscience Cat#11-4031-81) conjugated to APC were used to exclude dead or irrelevant cells, while LPCs were detected by dual staining with FITC-CD22 and PE-“Progenitor mix” (CD34, CD117, CD133). Assuming that circulating LPCs would be very rare in the peripheral blood, approximately 10 ^8^ cells were sorted at each sampling time point for each dog to provide a reasonable likelihood of identifying this population.

### Side population assays

Side populations were measured as described ^30^. Briefly, DyeCycle Violet (DCV) (Life Technologies, Eugene, OR) was added to a final concentration of 10 μM, and 5 × 10 ^5^ cells were incubated for an additional 60 minutes at 37°C with intermittent mixing. Cells were washed, filtered, and maintained on ice until analysis. To exclude dead cells from analysis, 7-AAD was added to each sample immediately before collection. DCV emission was detected using a BD LSRII flow cytometer (BD Biosciences). Valspodar and verapamil were diluted in DMSO for use in this assay. Equivalent amounts of DMSO were added to control samples, and verapamil was used to determine the side population gates. Data were analyzed using FlowJo software (Tree Star, RRID:nif-0000-30575).

### RNA preparation and RNA sequencing

RNA prepared from biopsies obtained at diagnosis (Day 0) and on the fourth day of neoadjuvant treatment for enrolled dogs (Day 4) was quantified and assessed for quality as described ^11, 22^. Briefly, total RNA was quantified using a fluorimetric RiboGreen assay and the total RNA integrity was assessed using capillary electrophoresis in the Agilent BioAnalyzer 2100 to generate RNA Integrity Numbers (RIN). Samples passed a QC step if they contained >1 µg with a RIN >8. Next-generation RNA sequencing (RNAseq, 50-bp paired-end) with HiSeq 2000 (Illumina) was done at the University of Minnesota Genomics Center (UMGC) in 14-paired (pre- and post-treatment) samples and two additional pre-treatment samples as described ^22^. A minimum of ten million read-pairs was generated for each sample. Illumina’s CASAVA software 1.8.2 was used for verifying the quality of the sequence data and for FASTQ file generation and de-multiplexing. FASTQ files and processed data files are available through the National Center for Bioinformatics (GSE93516).

### Bioinformatic analyses

Initial quality control analysis of the FASTQ files was performed using the FastQC software (v0.11.5; http://www.bioinformatics.babraham.ac.uk/projects/fastqc). Sequenced reads were trimmed for adaptor sequence, and masked for low-complexity or low-quality sequence using Trimmomatic (v0.33) enabled with the optional "- - quality control" option set as: 3bp sliding-window trimming from 3’ end requiring minimum Q16 ^31^. Paired-end sequences were mapped to the CanFam3 reference genome with the HISAT2 aligner (2.0.2-beta) using default parameters ^32^. Metrics for insert size distribution of each paired-end library were calculated using Picard software (version 1.126) ( http://picard.sourceforge.net.). Samtools (v1.2 using htslib-1.2.1) was used to sort and index each bam file ^33^. For each sample, a transcript abundance estimation file was generated with Cuffquant (Cufflinks (v2.2.1)) using default settings and the “–multi-read-correct” option enabled ^34^. Cuffnorm was used to generate a table of fragments per kilobase of exon per million fragments mapped (FPKM) expression data using the classic-fpkm normalization method and the “-p/–num-threads” option set to 16. Cuffdiff with default parameters was used to test differences in the summed FPKM of transcripts sharing each gene_id to get gene level differential expression between two groups ( *i.e.*, pre- and post-treatment). Expression differences with a false discovery rate (FDR)- adjusted p-value (q-value) of less than 0.05 were considered significant. Principal Component Analysis (PCA) was performed on FPKM values with the built-in R function *prcomp* and these results were visualized with the ‘ggplot2’ and ‘ggfortify’ packages in Rstudio (Version 0.99.491).

### Treatment

Eligible dogs were randomized into an experimental treatment group that was given encapsulated valspodar (7.5 mg/kg orally every 12 hours for 5 days) or a control group that was given the equivalent encapsulated placebo over the same schedule. Starting on Day 4, every dog received five doses of doxorubicin 21 days apart using a dosing schedule based on a previous study using valspodar in the neoadjuvant setting with single agent doxorubicin chemotherapy in dogs with osteosarcoma ^14^. The first dose was reduced by 30% from the standard (from 30 mg/m ^2^ to 21 mg/m ^2^) to mitigate potential side effects of ABCB1 inhibition by the neoadjuvant valspodar. If no serious toxic effects of combined doxorubicin/valspodar were observed, subsequent doxorubicin treatments were dosed at 30 mg/m ^2^. If toxic effects were observed, the dose remained at 21 mg/m ^2^ and subsequent dose escalation to 30 mg/m ^2^ only occurred if no serious adverse events were recorded following the previous dose. An overview of the treatment and collection of blood and tissue samples is provided in Table 2. The treatment responses were evaluated based on the VCOG criteria for lymphoma in dogs ^35^. The last treatment was given at 111 days; dogs were examined once more at 180 days, which was near the expected median survival for single agent doxorubicin protocol ^36^, and then released to their attending veterinarian. The status for each dog was ascertained by telephone or electronic mail communication with the attending veterinarians and/or the owners periodically thereafter until a death event was recorded or >500 days had elapsed. Relapse was determined using clinical parameters (generalized lymphadenopathy on physical exam) with conventional testing as needed (routine radiographs or ultrasound imaging, fine needle aspirate). Dogs were considered off-study at relapse and were then eligible to undergo rescue therapy (N=11) or enter other clinical studies (N=4).

### Measurement of valspodar concentration in canine serum

Serum samples collected on the fourth day of neoadjuvant treatment (Day 4) were stored at -80°C until analysis. Valspodar was quantified by liquid chromatography/mass spectroscopy (LC-MS/MS) using a high-performance liquid chromatograph (Agilent 1200 Series, Santa Clara CA) coupled with a TSQ Quantum triple stage quadrupole mass spectrometer (Thermo-Electron, San Jose, CA) as described ^37^.

### Statistics

Descriptive statistics (mean, median, minimum, maximum) were recorded for age, gender, breed, and disease stage; for each variable, differences between groups were determined using Fisher’s exact test. Time to remission, duration of remission, and overall survival were recorded in days starting on the date that the dogs first received a clinical diagnosis. The percentage of LPCs in lymph node samples was calculated based on expression of relevant cell surface markers (CD34/CD117/CD133) as a proportion of live, large, CD22 ^+^ B cells ^6^. The ΔLPC was calculated as the ratio of LPCs at Day 4 over LPCs at Day 0. The Mann-Whitney Test (Prism 5, GraphPad Software, Inc., La Jolla, CA) was used to determine significance between LPC numbers in lymph nodes from dogs in the experimental treatment and in the control groups. The associations between variables were determined using the Pearson correlation. Differences between groups in duration of remission and overall survival were determined using Kaplan-Meier probability and log-rank tests. The proportion of LPCs in peripheral blood was calculated by conservatively gating on CD22/“Progenitor mix” double positive cells identified in two-dimensional scatter plots. However, the very low numbers of LPCs detected in peripheral blood and the presence of random effects (significant intra- and inter-dog variation in light scatter parameters characterizing LPC cells shape and size) made a direct comparison of the identified proportions between dogs challenging. The effect of the therapy on the percentage of cells was expressed therefore as a summary of Cohen’s *h* values computed for every dog, and for every pair of time points. The summary *h* and accompanying 95% confidence intervals were calculated assuming a random-effects model.

## Results

### Inhibition of drug efflux by valspodar *in vitro*

Valspodar is a potent, selective inhibitor of the ABCB1 efflux transporter ^12, 13^. To confirm that the clinical grade compound retained potency after compounding, we examined its effect to inhibit DCV efflux using the flow cytometric side population assay. COSB canine hemangiosarcoma cells contain a subpopulation of cells that shows robust dye efflux in this assay ^30^ ( Figure 2, Dataset 1). The compounded, clinical grade valspodar was as effective as the research grade valspodar in this assay, eliminating >90% of the side population ( *i.e.*, it inhibited dye efflux) at concentrations as low as 30 ng/ml ( Figure 2, Dataset 1). The effect of valspodar was comparable to that observed in verapamil ( Figure 2, Dataset 1), which inhibits both ABCB1 and ABCG2 at the 50–100 µM concentrations used in this assay.

**Figure 2.**
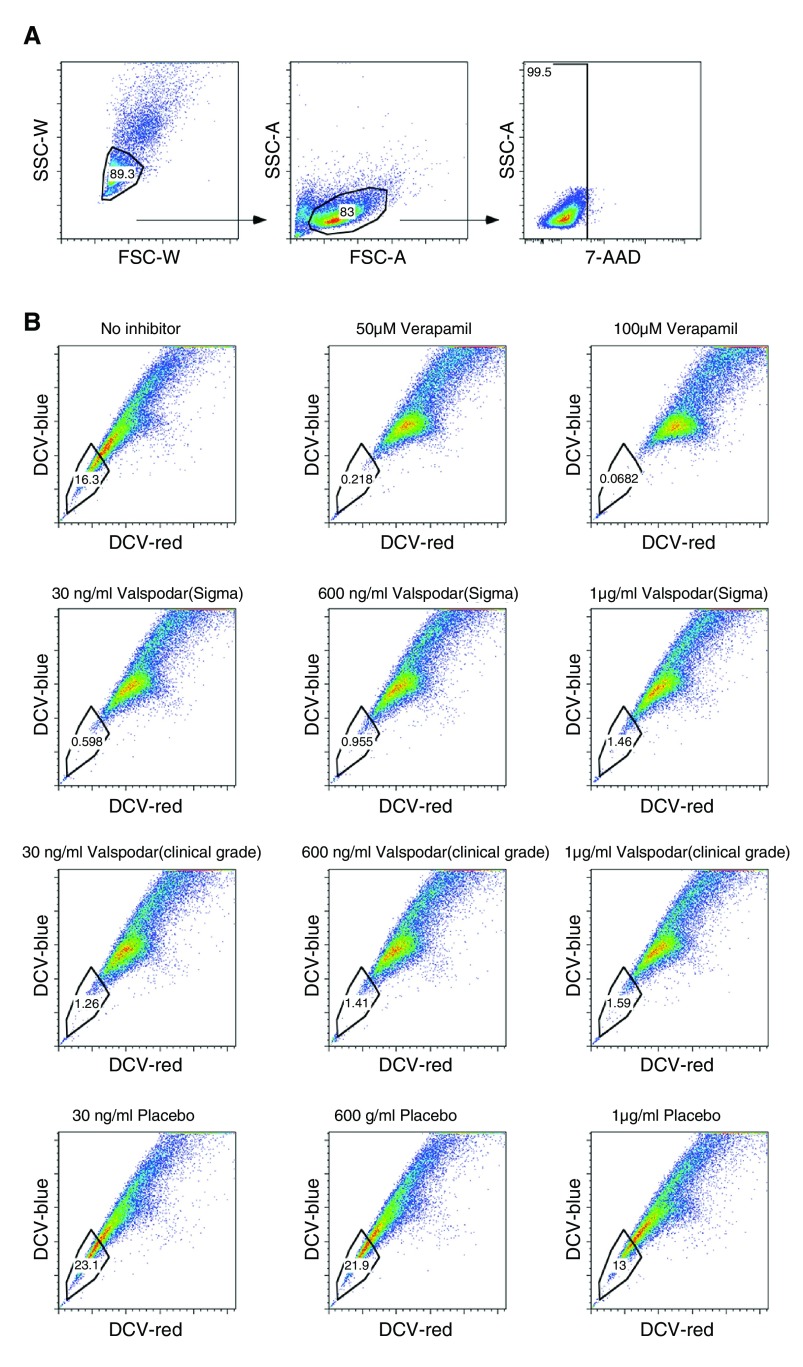
Valspodar inhibits dye excluding side population in canine hemangiosarcoma cells at clinically achievable concentrations. Side population analyses were done as described in Materials and methods using cultured COSB canine hemangiosarcoma cells. ( **A**) Live cells were gated based on light scatter properties and exclusion of 7-AAD, and ( **B**) the side populations were determined based on DyeCycle Violet (DCV) efflux. Verapamil was used to inhibit ABCB1 and ABCG2 at 50–100 µM concentrations. Clinical grade and research grade valspodar was used at concentrations that were achieved in the plasma of dogs in the study (30 – 600 ng/ml) as well as at the saturating dose of 1 µg/ml. The Y-axis is DCV-blue (450+/-50 nm) emission while the X-axis is DCV-red (660 +/- 40 nm) on the LSR-II. Data were analyzed and dot plots were created in FlowJo.

### Recruitment and randomization

Excluding dogs that had received previous chemotherapy, 40 dogs were screened for eligibility. Twenty dogs were eligible and enrolled in the trial. Of the 20 dogs that were excluded, 5 dogs had lymphomas that were classified as other than DLBCL or MZL in transition (specifically, three had T-cell lymphoma, one had an indolent type of lymphoma, and one had disease largely confined to spleen with minimal peripheral lymphadenopathy that precluded biopsy) and 15 dogs had hypercalcemia (N=2), lymphoma in substage b or a ongoing co-morbidity (N=8), exceeded the maximum allowable body weight (N=1), or the owners declined participation (N=4).

Of the twenty dogs enrolled, 10 were randomized to each group. The distribution of dogs according to demographic characteristics is shown in Table 1. The composition of the study population was predictable ^38, 39^, and there were no statistically significant differences in any category between the experimental treatment group and the control group. One dog in the placebo group did not receive doxorubicin chemotherapy after the neoadjuvant period per its owner’s decision. This dog was censored in the outcome assessments.

### Toxicity attributable to valspodar

Six dogs, including three in the placebo group and three in the experimental (valspodar) group, had reportable events during the study ( Table 3). The most common toxicities observed in both groups were grade-1 and grade-2 inappetence, lethargy, vomiting, and diarrhea. No grade-4 or grade-5 toxicities were observed, although one event was potentially dose limiting. One dog had grade-2 hematological toxicity (neutropenia and thrombocytopenia) after the first administration of doxorubicin. The doxorubicin dose for the second administration was maintained at 21 mg/m ^2^ and no toxicity was observed. However, the owner only permitted subsequent doxorubicin doses to be escalated to 24 mg/m ^2^. The dog that was withdrawn after neoadjuvant placebo had grade-2 gastrointestinal toxicity and grade-1 lethargy.

**Table 3.** Reportable events and treatment adjustments.

Dog ID Time of event	Placebo Group	Valspodar Group
MN06 Day 3		Inappetence (grade 1)
MN08 Day 2	Inappetence (grade 2) Lethargy (grade 2)	
PD02 Day 1 ^1^	Gastrointestinal ^2^ (grade 2) Lethargy (grade 1)	
PD05 Day 1 after first dose of doxorubicin ^3^		Lethargy (grade 1) Gastrointestinal ^4^ (grade 2) Hematological ^5^ (grade 2)
PENN02 Day 2 and Day 5 Days 6–11 after first dose of doxorubicin		Gastrointestinal ^6^ (grade 1) Inappetence (grade 3) Lethargy (grade 2)
PENN05 Day 4 Day 11	Bilateral scleral congestion Suspected hyphema OS (grade 2) Lymphadenopathy Uveitis OD (grade 2)	

^1^Owner elected to withdraw dog from study prior to receiving doxorubicin ^2^Vomiting and diarrhea ^3^Dog’s second doxorubicin treatment was dosed at 21 mg/m ^2^; similar toxic effects were not observed. However, the dog’s owner only permitted subsequent doxorubicin doses to be escalated to 24 mg/m ^2^ ^4^Diarrhea ^5^Neutropenia (grade 2) and thrombocytopenia (grade 1) ^6^Vomiting

### Quantification of LPCs in blood and lymph nodes from dogs with lymphoma

Blood and lymph node LPCs were quantified for each dog at diagnosis (Day 0) and on the fourth day of neoadjuvant treatment (Day 4) as described in Materials and Methods. Blood LPCs were also quantified for each dog 7 days after doxorubicin treatment (Day 11). The distribution of lymph node LPCs at diagnosis was narrower in the dogs that received valspodar than in the control dogs ( Figure 3A), but the two groups were not significantly different, and neither group showed a statistically significant reduction in LPCs on the fourth day of the neoadjuvant period (ΔLPC). Table 4 shows that LPCs were detectable in every peripheral blood sample; however, at a frequency lower than what was previously reported in lymph nodes ^6^. The effects of treatment on peripheral blood LPCs, as described by Cohen’s *h*, were extremely small and characterized by wide confidence intervals ( Figure 4A). There was an intriguing reversal of trends in the frequency of blood LPCs in dogs treated with valspodar and dogs treated with placebo at day 11 (one week after administration of doxorubicin, Figure 4B). However, this must be interpreted cautiously. First, we must note that the number of blood LPCs were not significantly different (p=0.18) using analysis of variance (ANOVA). Second, large variances were present within each group, as showed by the Cohen’s *h* ( Figure 4A). And finally, the number of LPCs in all the samples remained within the relatively wide range observed in pre-treatment samples. The low abundance of LPC cells means that even a decrease in frequency by an order of magnitude would result in an effect size no larger than *h*=0.0013 per dog. Representative dot plots illustrating gating and presence of LPCs in peripheral blood are depicted in Supplemental Figures 1A – 1D.

**Figure 3.**
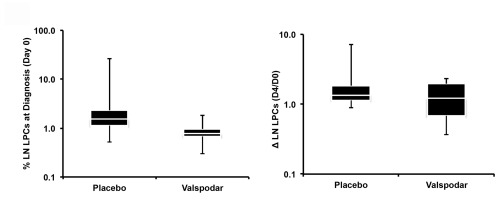
LPCs in lymph nodes from dogs with large B-cell lymphoma at diagnosis and on the fourth day of neoadjuvant treatment with valspodar. *Left*: Box plots showing median (white line), 75% confidence intervals, and outliers of the percent LPCs in lymph nodes at diagnosis, and *Right*: relative change in LPCs from the time of diagnosis (Day 0) to the fourth day of the neoadjuvant period (Day 4) in each group of dogs. A ΔLPC = 1.0 means no change in the percent LPCs measured at both time points. Data were analyzed and graphs were assembled using MS Excel.

**Table 4.** Changes in proportion of LPCs in peripheral blood ^1^.

	Ratio	95% LB	95% UB
	Placebo		
**t _1_**	1 : 8.040 × 10 ^5^	1 : 1.225 × 10 ^6^	1 : 5.983 × 10 ^5^
**t _2_**	1 : 1.314 × 10 ^6^	1 : 2.537 × 10 ^6^	1 : 8.865 × 10 ^5^
**t _3_**	1 : 2.751 × 10 ^5^	1 : 4.274 × 10 ^5^	1 : 2.028 × 10 ^5^
	**Valspodar**		
**t _1_**	1 : 1.989 × 10 ^5^	1 : 2.326 × 10 ^5^	1 : 1.737 × 10 ^5^
**t _2_**	1 : 1.848 × 10 ^5^	1 : 2.168 × 10 ^5^	1 : 1.611 × 10 ^5^
**t _3_**	1 : 4.377 × 10 ^5^	1 : 5.417 × 10 ^5^	1 : 3.672 × 10 ^5^

^1^ Frequency of lymphoid progenitor cells (LPCs) in peripheral blood, expressed as a ratio of LPCs over all peripheral blood leukocytes. The values reported in the first column represent mean proportions of LPCs detected across all study dogs at each time point. The second and third columns represent the lower (95% LB) and upper (95% UB) boundaries of the 95% confidence intervals for the values in the first column. t _1_ = Day 0, t _2_ = Day 4, t _3_ = Day 11.

**Figure 4.**
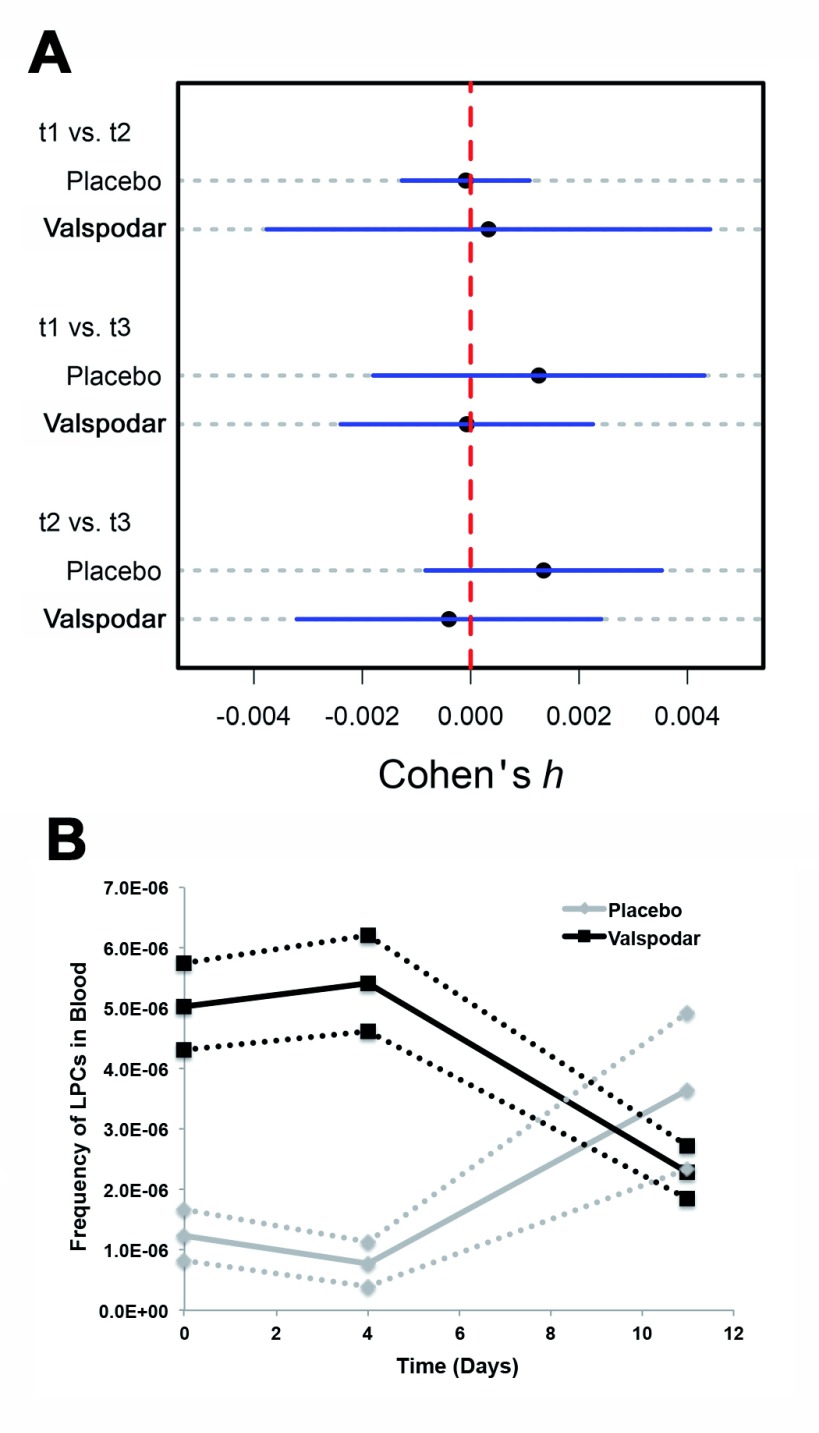
Effect of valspodar treatment on depletion of peripheral blood LPCs in dogs with diffuse large B-cell lymphoma. ( **A**) Plots of effect sizes (Cohen’s *h*), with corresponding 95% confidence intervals, associated with valspodar treatment on LPC frequency in peripheral blood. Effect sizes of valspodar treatment on changes in LPC frequency between all sampling time points are depicted. All calculated effect sizes were small, suggesting no effect of therapy on changes in peripheral blood LPC proportion between time points. However, the 95% confidence intervals are wide due to high variability in sample quality. t1=Day 0; t2=Day 4; t3=Day 11. ( **B**) Mean frequency of blood LPCs from Day 0 to Day 11 in dogs receiving placebo (red lines, squares) and in dogs receiving valspodar (green lines, triangles). Dotted lines denote the 95% lower and upper boundaries of LPC frequencies for each group.

### Alterations in ABCB1 and ABCG2 expression by LPCs in lymph nodes from dogs with lymphoma

The absence of a treatment effect on total LPCs suggested that we should not reject the null hypothesis that neoadjuvant valspodar did not enhance chemosensitivity of LPCs, and could reflect variable expression of ABC transporters by these cells. Samples from 15 dogs in the study (six in the placebo group and nine in the valspodar group) had sufficient material for analysis of ABCB1 and ABCG2 expression in LPCs at diagnosis. The proportion of ABCB1 ^+^ LPCs and ABCG2 ^+^ LPCs was variable. In the placebo group, between 1.6% and 52.4% of lymph node LPCs expressed these proteins at the time of diagnosis; in the valspodar group, the range of ABCB1 and ABCG2 transporter expression in lymph node LPCs at the time of diagnosis was 10.0% to 72.7% ( Table 5). When we examined the proportion of ABCB1 ^+^ LPCs and ABCG2 ^+^ LPCs in dogs from each treatment group, we saw an intriguing reversal in the trends with regard to event-free survival ( Figure 5), although neither group showed a significant correlation between the number of ABCB1 ^+^ or ABCG2 ^+^ cells at diagnosis and survival (all the R ^2^ values were less than or equal to 0.42).

**Table 5A.** Frequency of ABCB1 ^+^ and ABCG2 ^+^ LPCs in lymph nodes.

	All Dogs (N=15)	Placebo Group (N=6)	Valspodar Group (N=9)
% ABCB1+ LPCs (Mean) (Median) (Range)	33.4 34.3 1.7 - 72.7	20.2 15.2 1.7 - 43.4	42.3 45.3 10 - 72.7
% ABCG2+ LPCs (Mean) (Median) (Range)	32.3 35.7 1.6 - 68.8	22.2 15.2 1.6 - 52.4	39.0 38.9 10.9 - 68.8

**Table 5B.** Valspodar-induced alterations in ABCB1 ^+^ and ABCG2 ^+^ LPCs in lymph node.

Dog ID	Group	% ABCB1 ^+^ LPCs	% ABCG2 ^+^ LPCs
MN05 Day 0 Day 4	Placebo	43.4 36.6	52.4 22.1
MN09 Day 0 Day 4	Placebo	1.7 1.1	1.6 0.8
MN02 Day 0 Day 4	Valspodar	60.8 47.9	68.8 61.3
MN10 Day 0 Day 4	Valspodar	55.7 33.5	53.4 49.6

**Figure 5.**
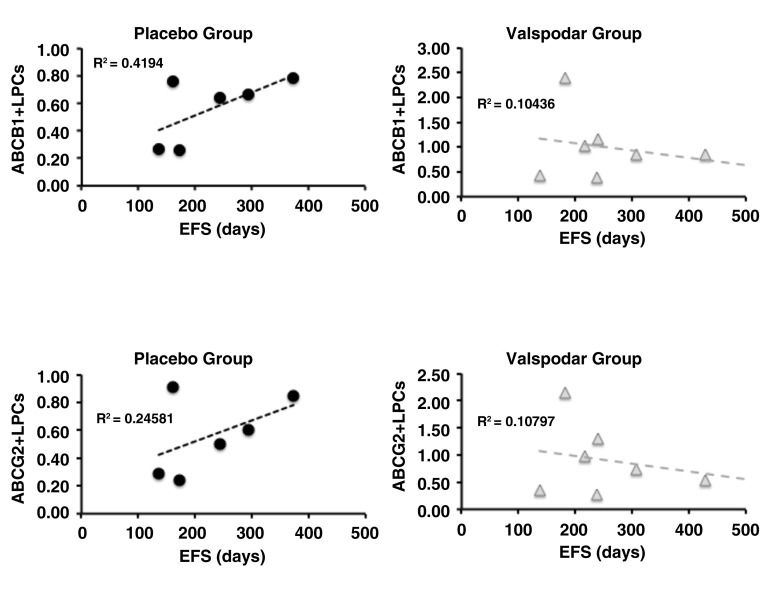
Event-free survival of dogs as a function of ABCB1 and ABCG2 expression in lymph node LPCs from dogs with large B-cell lymphoma at diagnosis. Dot plots showing the relationship between ABCB1 expression and event-free survival (EFS) in days (top) and between ABCG2 expression and EFS in days (bottom) in dogs treated with placebo (N = 9) or with neoadjuvant valspodar (N = 9) where samples were available for these measurements. The dashed lines represent linear regressions and their R ^2^ values are indicated on each graph. The Y-axis represents the % of ABC ^+^/Progenitor ^+^lymph node B cells. Data were analyzed and graphs were assembled using MS Excel.

Samples from four dogs (two in the placebo group and two in the valspodar group) had sufficient material for analysis of ABCB1 and ABCG2 to determine if valspodar specifically reduced the number of ABCB1 ^+^ and ABCG2 ^+^ LPCs in paired pre-and post-treatment samples. There was a quantifiable decrease in the frequency of ABCB1 ^+^ and ABCG2 ^+^ LPCs, but this change was comparable between the two dogs that received valspodar and the two dogs that received placebo ( Table 5 and Supplemental Figures 2A–2D, Dataset 1b).

### Alterations in genome-wide gene expression in lymph nodes from dogs with lymphoma

We examined if the inhibition of ABCB1 activity with valspodar changed genome-wide patterns of gene expression in lymph nodes from dogs in both groups. Paired pre- (Day 0) and post- (Day 4) treatment samples were available from five dogs in the placebo group and from nine dogs in the valspodar group. One additional pre-treatment sample from dogs in each group was available and included in the analysis, making a total of 16 pre-treatment samples and 14 post-treatment samples. 

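Lymph node RNA from 15 dogs was analysed in 29 libraries. The dogs had been given placebo or valspodar, an inhibitor of the drug efflux transporter ABCB1. The placebo group had 6 libraries from Day 0, before treatment, and 5 from Day 4. The valspodar group had 9 libraries from each day. Both days were available for 14 dogs, and dog PD04 of the placebo group had a Day 0 library only. These are 15 pre-treatment and 14 post-treatment libraries; the additional pre-treatment sample of the valspodar group was not analysed here. Day 0 tissue came from incisional wedge biopsies and Day 4 tissue from tru-cut biopsies, so the kind of biopsy changed together with time. The authors mapped the paired-end reads to the CanFam3 genome with HISAT2, estimated abundances with Cuffquant and deposited the Cuffnorm table of FPKM (fragments per kilobase of exon, scaled to the number of fragments mapped), which lists 24580 genes by Ensembl identifier. FPKM values do not give the number of reads behind a gene. The ratios between low values of the same genes in different libraries gave a relative sequencing depth, with the median library at 1. It ranged from 0.850 to 1.19 (median 0.944) in placebo libraries at Day 0 and from 0.865 to 1.38 (median 0.979) at Day 4. In valspodar libraries it ranged from 0.892 to 1.84 (median 1.01) at Day 0 and from 0.576 to 1.62 (median 1.04) at Day 4. The 10 most abundant genes took 9.86% to 40.6% of the summed FPKM of a library. Differential expression was tested with limma on log2(FPKM + 1) for the 11677 genes with a mean of at least 1 FPKM over the 29 libraries, and genes with a Benjamini-Hochberg adjusted p-value under 0.05 were counted. The pseudocount of 1 makes the log2 fold changes of low genes smaller than their fold changes in FPKM. The days were compared without a term for the dog, and fits with the dog as a block were made as an alternative.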

Using Cuffdiff analysis, we identified genes with significantly differently expression between treatment groups and between pre- and post-treatment samples ( Supplemental Table 1 and Supplemental Table 2). However, as illustrated by principal component analysis ( Supplemental Figure 3), we were unable to achieve a meaningful separation of groups based on the effects of treatment on genome-wide gene expression.

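In the placebo group, 0 of 11677 genes passed an adjusted p-value of 0.05 in limma between Day 0 (n = 6) and Day 4 (n = 5), and 430 genes had an unadjusted p under 0.05. The same fit gave 132 such genes on simulated data with no difference. The simulated genes were independent of one another, so such counts understate how far a real count can vary. Of 32 splits of the placebo libraries that part every pair, 5 reached 430, the real split included. In the valspodar group (n = 9 on each day), 0 genes passed and 157 had an unadjusted p under 0.05, against 106 on simulated data with no difference. Of 100 such splits of the valspodar libraries, 6 reached 157. These unadjusted counts depended on single dogs. They fell to 220 without PENN04, 269 without PD04 and 280 without MN05 in the placebo group, and were 91 without PENN03 and 247 without PD03 in the valspodar group. With the dog as a block, 0 genes passed in either group, and 805 and 1314 genes had an unadjusted p under 0.05 in the placebo and valspodar groups, against 570 and 617 with the block on simulated data with no difference. With the days exchanged within dogs, 4 of 16 exchanges reached 805 and 2 of 100 reached 1314, the real arrangement included. The placebo count rose from 0 to 1 gene with the filter on low genes omitted, and likewise to 1 gene without dog PENN05. Supplemental Table 1 lists the paper's 11 genes for the placebo group and Supplemental Table 2 its 19 genes for the valspodar group. Each of the 30 log2 ratios of mean FPKM, Day 4 over Day 0, had the sign that the paper reports, and their median difference from the paper's values was 0.0074. Of the 11 genes, 0 passed over all genes tested, 2 passed when adjusted over the list alone, and 3 had an unadjusted p under 0.05. Of the 19 genes, 0 passed over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. With the dog as a block, 1 of the 19 genes had an unadjusted p under 0.05, and 0 passed either adjustment. Of the 11 genes, 3 had an unadjusted p under 0.05 with the block, 2 passed over the list alone and 0 over all genes. The lists were chosen on these samples, so adjustment over the list alone is not independent evidence.

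TROAP (ENSCAFG00000008613), which the paper's table places on chromosome 27 from 5278359 to 5289070, rose from 8.76 ± 3.11 FPKM (SD, n = 6) to 21.0 ± 10.2 FPKM (SD, n = 5) with placebo. Its log2 fold change was 1.14 (standard error 0.32, adjusted p = 1 from limma). MMP9 (ENSCAFG00000009905, chromosome 24 from 33273917 to 33281411) was at 2.97 ± 3.17 FPKM at Day 0 and 24.6 ± 48.4 FPKM at Day 4, a difference within the SD of the Day 4 libraries. EEF1A1 (ENSCAFG00000014627), a gene of a family with near-identical copies among which reads can be split, had a log2 fold change of -0.59 (standard error 1.68), and the change was 0.92 without dog MN08. With valspodar, ICAM1 (ENSCAFG00000031460) had the smallest unadjusted p of the genes of Supplemental Table 2 that carry a symbol (0.0526 from limma). With the dog as a block, ICAM1 had an unadjusted p of 0.0288 from limma (adjusted p = 0.422). It was at 11.4 ± 5.34 FPKM at Day 0 and 22.5 ± 14.0 FPKM at Day 4 (SD, n = 9), a log2 fold change of 0.75 (standard error 0.36, adjusted p = 1). NR4A1 (ENSCAFG00000007338) was at 3.65 ± 4.79 FPKM at Day 0 and 48.6 ± 107 FPKM at Day 4, a log2 fold change of 0.88 (standard error 0.92).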

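Principal components were computed with prcomp at its defaults on the FPKM values of the 18757 genes above 0 in at least 1 library. The first component held 85.2% of the variance and the second 4.95%. The gene with the largest weight on the first component (ENSCAFG00000022728) made up 34.6% of its squared loadings. Day explained 5.89% of the variance of the scores on the first 2 components (permutation test with 100000 permutations of the day labels, p = 0.212). That test ignores the pairing of libraries within dogs. With the days permuted within dogs, in the 28 libraries of paired dogs, day explained 7.30% (exact permutation test, p = 0.107). Treatment explained 9.95% (exact permutation test over every assignment of whole dogs to the groups, p = 0.129). With log2(FPKM + 1) in place of FPKM the shares were 1.68% for day (permutation test, p = 0.650) and 0.91% for treatment (exact permutation test, p = 0.875). With log2 values and the days permuted within dogs, chosen after seeing the data, day explained 2.09% (exact permutation test, p = 0.117). With genes scaled to unit variance they were 0.078% for day and 4.91% for treatment. The share for treatment was 3.19% without dog PENN04, the lowest of the values with 1 dog left out, and 15.8% without dog PD05, the highest (exact permutation test, p = 0.0553). With 1 dog left out, the share for day ranged from 3.11% without dog PD05 to 9.25% without dog PENN05. The 2 libraries of a dog had a median Spearman correlation across genes of 0.962 (14 pairs). Between libraries of different dogs the median was 0.910 with the same treatment and day (97 pairs) and 0.915 with the other treatment and the same day (99 pairs). Of the 28 libraries of paired dogs, 25 had their highest correlation with the other library of the same dog. From its own principal components, the paper states that treatment did not separate the groups. The FPKM scores here are not those of its figure: they correlated with the positions in Supplementary Figure 3 with r = 0.351 and 0.368. The log2 scores correlated with r = 0.948 and 0.902.

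**Figure D1:**
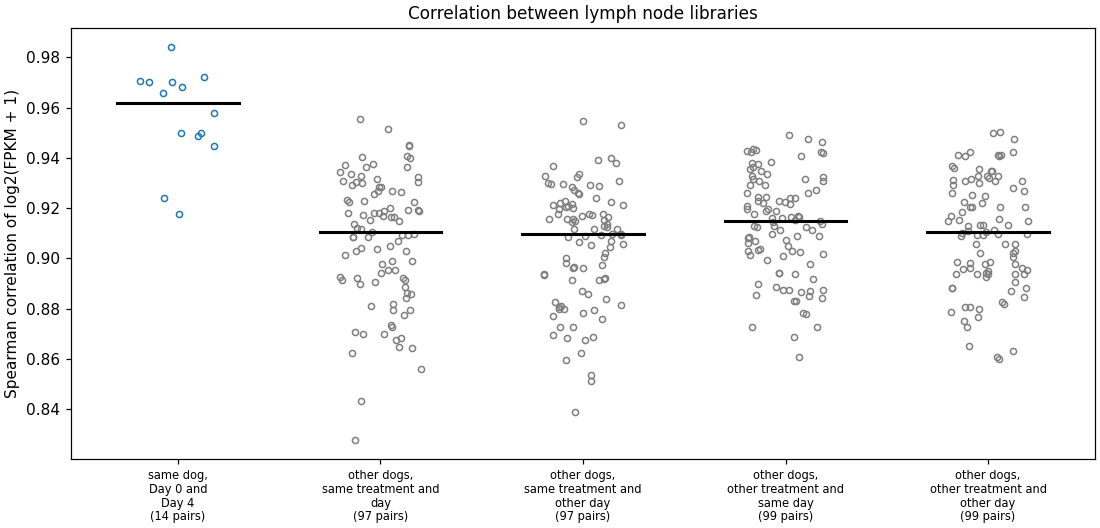
Spearman correlation of log2(FPKM + 1) between pairs of lymph node libraries, over the 11677 genes tested, by whether the libraries share the dog, the treatment and the day. Each circle is a pair of libraries and each bar a median, which is 0.962 within a dog and lies between 0.910 and 0.915 in the 4 kinds of pairs from different dogs.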

### Bioavailability of valspodar

The observation that valspodar treatment did not specifically alter the total blood or lymph node LPCs or the frequency of ABCB1 ^+^ and ABCG2 ^+^ LPCs, and that it did not lead to significant changes in genome-wide gene expression of lymph node cells, could be attributed to poor bioavailability. 

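Between the valspodar and placebo groups at Day 0, before treatment, 0 of 11677 genes passed an adjusted p-value of 0.05 in limma (n = 9 and 6), and 503 had an unadjusted p under 0.05 (846 without PD01). At Day 4 (n = 9 and 5), 485 genes had an unadjusted p under 0.05 and 1 passed, ENSCAFG00000011417, whose symbol the files do not give. Its level was 3.87 ± 0.99 FPKM (SD, n = 9) with valspodar and 198 ± 66.2 FPKM (SD, n = 5) with placebo, a log2 fold change of -5.33 (standard error 0.19, adjusted p = 1.2e-09 from limma). The gene already differed at Day 0, with 3.89 ± 0.77 FPKM (SD, n = 9) in the valspodar group and 173 ± 119 FPKM (SD, n = 6) in the placebo group. The change from Day 0 to Day 4 under valspodar minus the change under placebo, which tests an effect of the drug directly, passed the threshold in 0 genes, and 81 genes had an unadjusted p under 0.05 (43 without PD04). With the dog as a block, it also passed in 0 genes, and 428 had an unadjusted p under 0.05. On simulated data with no difference these counts were 117 without the block and 588 with it. On simulated data of the same size, in which 200 of 11677 genes changed by 2 on the log2 scale, the test of this difference recovered 86% of them without the block and 93% with it, so smaller or more variable changes were not excluded. Fewer changed genes, for which the Benjamini-Hochberg adjustment is stricter, were not simulated, so a few changes of this size were not excluded either. From the absence of significant changes in gene expression and in the progenitor cells, the paper proposes poor bioavailability of the drug as a reason, and then measures its level in serum.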

To evaluate this possibility, we examined the purity of the compounded, encapsulated drug and the levels of valspodar in serum samples obtained at Day 4 from seven dogs using LC-MS/MS. Valspodar was undetectable in placebo capsules, and the purity of the compounded capsules was 104% as compared to research grade valspodar.

Valspodar was also undetectable (<5 ng/ml) in dogs that received placebo, but it was present at detectable levels in each of four dogs that received compounded valspodar capsules (34, 63, 375, and 623 ng/ml, respectively). This is equivalent to levels between 0.025 to 0.5 µM on the fourth day of twice-daily administration, which is in the range seen in dogs where valspodar was given at the same dose in an oil-based drinking solution ^14^.

### Clinical responses

Eighteen treated dogs achieved clinical remission, defined as a complete response (disappearance of all evidence of disease with all lymph nodes shrinking to non-pathologic size within the judgment of the evaluator) after the first dose of doxorubicin. One dog in the valspodar group did not achieve clinical remission but survived with stable disease for 428 days. One dog in the placebo group never received doxorubicin and was censored from this analysis. This dog was treated with palliative intent using prednisone only; it failed to achieve remission and died 59 days after diagnosis.

The time to remission after the initial valspodar treatment ranged from 7 to 106 days (after doxorubicin) in the placebo group, and from 7 to 105 days (after doxorubicin) in the valspodar group (excluding the dog that never achieved remission). There were no differences between groups with reference to the median time to remission, the median (or range) duration of remission, the number of dogs alive at the 180-day milestone, or the number of dogs alive at 500 days ( Table 6). The event-free survival and overall survival times for each group are shown in Figure 6.

**Table 6.** Clinical responses.

	All Dogs	Placebo Group	Valspodar Group
Time to Remission (after Adriamycin) Median (days) Range (days)	21 7-∞	21 7-106	21 7-∞ ^*^
Time to Relapse Median (days) Range (days)	242 136-568	244 136-437	240 137-568
Status at 180 days Alive Dead Lost to follow-up	18 0 1	9 0 0	9 0 1
Survival Median (days) Range (days)	366 185-568	366 191-508	369 185-568
Alive at 500 days	3	1	2

*Excluding dog that did not achieve remission 7-105

**Figure 6.**
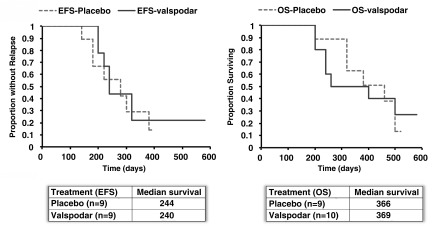
Effect of neoadjuvant valspodar on survival of dogs with large B-cell lymphoma. Kaplan–Meier analysis of event-free survival (top) and overall survival (bottom) in dogs treated with doxorubicin with the addition of neoadjuvant placebo or valspodar. The table below the graphs shows the median event-free and overall survival for each group. Data were analyzed and graphs were assembled using MS Excel.

### Correlation between ΔLPCs and outcome

To test the hypothesis that LPCs contribute to disease progression, we examined if there were direct or inverse correlations between the proportion of LPCs at diagnosis and the ΔLPCs with duration of remission as well as with overall survival for dogs in the valspodar and control groups, individually and for all of the dogs in the study. Figure 7A and 7B show scatterplots illustrating no correlations between the proportion of lymph node LPCs at diagnosis and the ΔLPCs (D4/D0), respectively, and event-free survival (duration of remission) and overall survival. The results were similar when we analyzed correlations between the proportion of blood LPCs at diagnosis or ΔLPCs and survival outcomes (data not shown).

**Figure 7.**
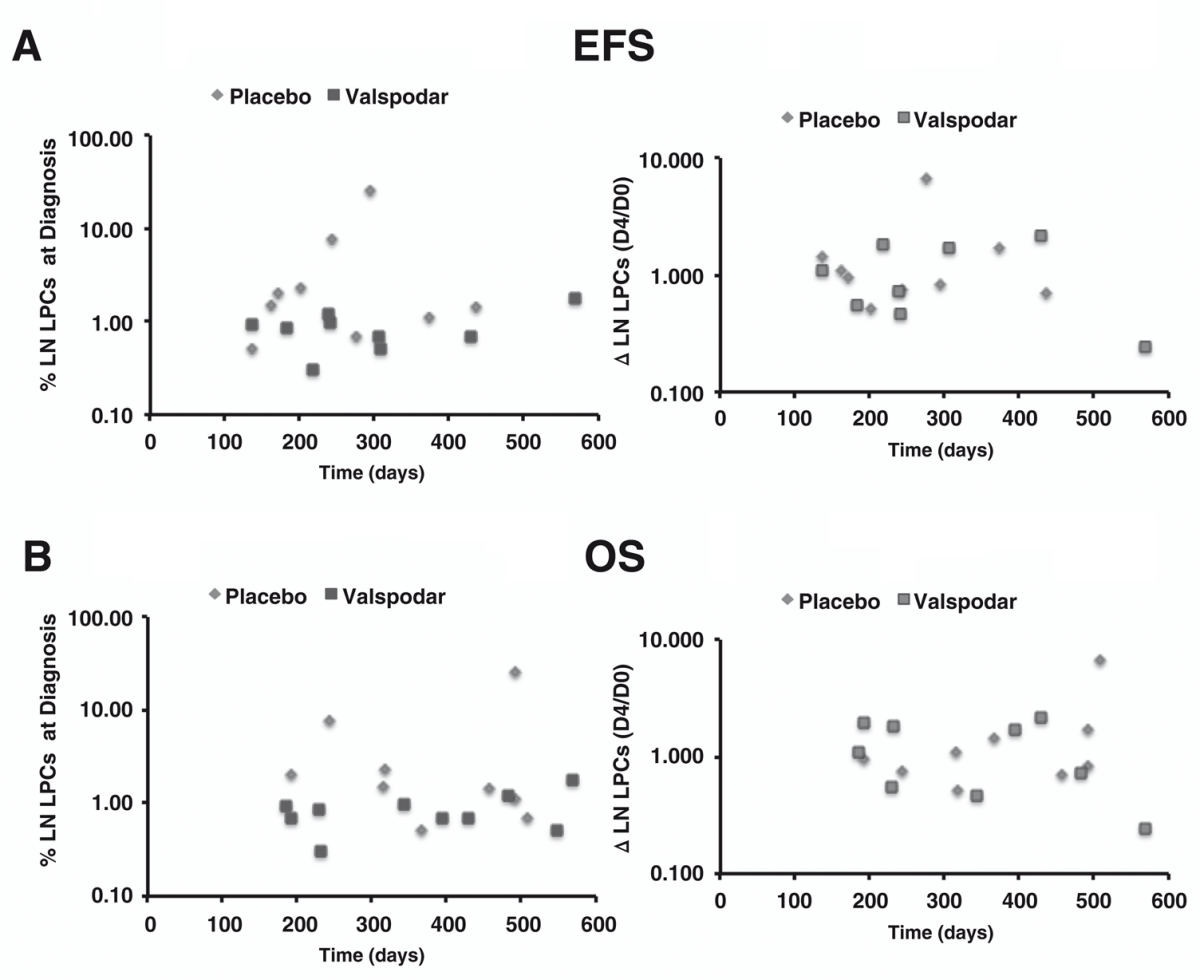
Event-free and overall survival of dogs as a function of lymph node LPCs from dogs with large B-cell lymphoma at diagnosis. ( **A**) Dot plots showing the relationship between the percent of lymph node LPCs at diagnosis and EFS (N=9), and the relative change in LPCs from the time of diagnosis (Day 0) to the fourth day of the neoadjuvant period (Day 4) and EFS (N=8), in days in dogs treated with placebo (N = 9) or with neoadjuvant valspodar. ( **B**) Dot plots showing the same relationships for overall survival (OS, N=9 and N=10 for LPCs at diagnosis and for ΔLPCs, respectively). Data were analyzed and graphs were assembled using MS Excel.

Data of pilot study on valspodar in neoadjuvant settings for canine B-cell lymphoma The raw data of this study are grouped in dataset 1a (side population assay) and dataset 1b (expression of ABCB1 and ABCG2 before and after PSC-833 treatment). More details can be found in the text file provided. Click here for additional data file. Copyright: © 2017 Ito D et al. 2017 Data associated with the article are available under the terms of the Creative Commons Zero "No rights reserved" data waiver (CC0 1.0 Public domain dedication).

## Conclusions and discussion

We conducted a double-blinded, placebo controlled study in 20 dogs to determine whether valspodar used in the neoadjuvant setting would sensitize LPCs to doxorubicin and increase the length of remission in dogs with therapy naïve large B-cell lymphoma. Our results confirmed the previous observation from Cagliero *et al.* ^14^ showing that valspodar can be safely administered to dogs twice daily at a dose of 7.5 mg/kg. Furthermore, we verified that CD22 ^+^/CD34 ^+^/CD117 ^+^/CD133 ^+^ LPCs constitute between 0.3 – 2% of lymph node B cells. The narrow conservative gating required due to high inter-sample variability identified the LPC frequencies in peripheral blood at a level of ~1 per 10 ^6^ to 1 per 5 × 10 ^6^ cells. The observation that these cells are virtually undetectable in lymph node samples from healthy dogs, while they exist in a steady state in canine B-cell lymphomas even in the xenotransplantation setting ^6^, suggests that they contribute to the maintenance or propagation of the tumor population. However, we were unable to demonstrate that combined treatment with valspodar and doxorubicin selectively depletes LPCs relative to doxorubicin plus placebo treatment.

Upregulation of ABC transporters is a well-described mechanism of acquired drug resistance in lymphoma and other cancers, making these proteins attractive targets for pharmacologic modulation ^40, 41^. These proteins are transport channels that extrude a variety of compounds, including xenobiotics, from cells. Cells expressing these proteins have been defined functionally as “side populations” based on their ability to exclude fluorescent dyes in flow cytometric assays. The possibility that increased expression of ABCB1 and other transporters was due to selection of cells intrinsically possessing this trait, as opposed to through *de novo* induction of expression, was proposed more than 20 years ago ^42^ and recapitulated most recently in canine lymphomas *in vitro* through drug selection, with expansion of a valspodar-sensitive subclone that had increased expression of ABCB1 and ABCG2 ^43^.

“Side populations” are routinely detectable in canine lymphomas ^44^. In that study, 0.1 to 4% of cells in the canine B-cell lymphoma cell lines GL-1 and 17–71 excluded Hoechst 33342 and expressed detectable levels of ABCB1 and ABCB2. A dye-excluding side population was also variably detectable in five primary lymphomas. GL-1 cells and one of the lymphoma samples expressed a form of ABCB1 with slower electrophoretic mobility, possibly representing the active, phosphorylated form of this transporter ^45^. ABCG2 was expressed ubiquitously in GL-1 cells and in the five primary lymphomas. However, the side population identified by Kim and colleagues was insensitive to verapamil and to fumitremorgin-C ^44^, suggesting that the dye exclusion activity might have been mediated by an ABC transporter distinct from ABCB1 and ABCG2.

The notion that cells expressing ABC transporters can behave like cancer stem cells in lymphomas is not universally accepted. Indeed, the existence of tumor-initiating or tumor-propagating cells (TIC/TPC) or of a hierarchical organization in lymphoid malignancies at all remains a matter of debate ^46^. In acute lymphoblastic leukemias (ALL), models for cells of origin have been proposed, including common hematopoietic progenitors, common lymphoid progenitors, and committed B-lymphoid cells, depending largely upon the molecular subtype of ALL. In preliminary experiments, samples from two human patients with ALL included a subset of CD117 ^+^ cells that were present at a similar frequency to LPCs in canine lymphoma (D. Ito and J. Modiano, unpublished results); however, the functional significance of this finding remains to be determined. The evidence for TIC/TPC in solid lymphomas is even more sparse. Drug-resistant TIC/TPCs were defined in follicular lymphoma using side population assays and increased expression of ABCG2 ^2^. Tumor formation in these cells was limited by an obligate interaction with follicular dendritic cells in the microenvironment niche, which was mediated through the CXCR4 chemokine receptor. TIC/TPC were similarly identified using side population assays in a mouse model of mantle cell lymphoma ^4^, and more recently in human anaplastic lymphoma kinase (ALK)-positive and -negative anaplastic large cell lymphomas ^47^.

Next generation sequencing and genome-wide epigenomic analyses of human DLBCL have revealed a potential mechanism to explain how lymphoid cells might acquire TIC/TPC properties and how this acquisition could be related to the expression of ABC transporters. The gene encoding the enhancer of zeste homolog 2 (EZH2) had gain of function mutations in 7/49 (14%) DLBCL patients sequenced ^48^. EZH2 is a histone methyltransferase that functions as part of the polycomb group complex, which controls the balance between self-renewal and differentiation ^49^. In germinal center (GC) B cells, EZH2 appears to suppress differentiation genes and favor behavior that resembles stem cells ^50^. As in GC DLBCL cells, depletion of EZH2 in Bel/Fu hepatocellular carcinoma cells inhibited proliferation, but in Bel/Fu cells this depletion also increased methylation at the ABCB1 gene, reduced ABCB1 gene and protein expression ^51^, and showed consequent sensitization of these cells to the cytotoxic effects of 5-fluorouracil ^52^. Together, these findings provide a strong rationale for the use of neoadjuvant therapies to sensitize TIC/TPCs in lymphoma using ABC transporter inhibitors, at least in a subset of GC DLBCL.

Nonetheless, clinical results using valspodar in combination with chemotherapy for human patients have been unrewarding. Three large, phase-3 double blinded clinical trials incorporated valspodar into the therapeutic regimen with no improvements in survival outcomes. In the first study ^17^, the experimental group of patients with recurring or refractory multiple myeloma received oral valspodar (4 mg/kg) one day in advance of starting the chemotherapy cycles of vincristine, doxorubicin, and dexamethasone with appropriate dose reductions (50% for vincristine and 22% for doxorubicin). Valspodar was continued daily at the same dose through the sixth day of treatment. More patients had partial responses in the valspodar group, but the difference was not statistically significant and was counteracted by increased toxicity that led to inferior survival, which the investigators attributed to higher bioactive levels of doxorubicinol in the patients receiving valspodar. In the second study ^18^, women with stage IV or suboptimally debulked stage III epithelial ovarian or primary peritoneal cancer were randomly assigned to receive paclitaxel and carboplatin with or without valspodar as first line-chemotherapy. Valspodar was dosed orally at 5 mg/kg every 6 hours for three days with chemotherapy starting one day after valspodar; a reduced dose of paclitaxel was used in the valspodar group to provide equivalent exposure and toxicity between groups. Addition of valspodar to this chemotherapy protocol did not improve time to progression or survival, although it significantly enhanced toxicity. In the third study ^19^ previously untreated patients younger than 60 years old with acute myelogenous leukemia were randomized into treatment groups of cytosine arabinoside, daunorubicin, and etoposide with or without valspodar. Valspodar was administered as a loading dose of 2.8 mg/kg intravenously on the first day followed by a continuous intravenous infusion of 10 mg/kg for 72 hours. The doses of daunorubicin and etoposide were reduced by 2.25-fold and 2.5-fold, respectively to mitigate toxicity. Addition of valspodar did not produce a survival benefit despite increased gastrointestinal toxicity.

It is worth noting, however, that none of these studies evaluated whether tumor cells in general, or cells expressing ABCB1 or other TIC/TPC markers in particular, were sensitized to chemotherapy treatments. Kolitz *et al.* ^19^ indicated that pre-therapy myeloblasts were collected from patients for analysis of ABCB1 expression and modulation of drug efflux *in vitro* by valspodar, but the results of these experiments were not reported. For this study, our intent was to assess the possibility that neoadjuvant treatment with valspodar for 4 days, with maintenance for an additional day after the start of chemotherapy, would sensitize LPCs to the cytotoxic effects of doxorubicin. Our results indicate that LPCs in canine large B-cell lymphoma were heterogeneous regarding the expression of ABCB1 and ABCG2, with slightly fewer positive cells present in the dogs randomized to the placebo group. Such heterogeneity is consistent with previous observations in human lymphoma samples ^3^. The apparent reversal in outcome trends between the placebo and valspodar groups as a function of the percent lymph node B-cell LPCs at diagnosis was intriguing, and while tempered by the small sample size, it suggests this approach merits additional investigation.

Gene expression analysis showed differential changes over time in lymph node samples from dogs treated with placebo and from dogs treated with valspodar. However, the differentially expressed genes were driven by a few samples in each group and there were no global (genome-wide) changes in gene expression that could be attributed to the drug or to time. This is not entirely unexpected, as on average the LPCs comprised less than 3% of the total population of lymph node cells.

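Over all dogs together, 0 of 11677 genes passed an adjusted p-value of 0.05 in limma between Day 0 (n = 15) and Day 4 (n = 14), and 499 had an unadjusted p under 0.05. This count was 249 without PENN04, and 103 on simulated data with no difference. With the dog as a block, 1 gene passed, ENSCAFG00000011744, and 1939 had an unadjusted p under 0.05, against 576 with the block on simulated data with no difference. The simulated genes were independent of one another. Of 100 exchanges of the days within dogs, 2 reached 1939, and of 100 splits without the block, 1 reached 499, the real arrangement included. ENSCAFG00000011744 rose by 0.39 on the log2 scale (standard error 0.05, adjusted p = 0.0254 from limma) and was higher at Day 4 in 14 of 14 dogs. Of the paper's lists, 2 genes are on both, and the lists hold 28 different genes. A gene on 1 list only is not thereby shown to change differently between the groups: the test of that difference passed in 0 genes.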

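The change from Day 0 to Day 4 was followed in each paired dog for the genes of Supplemental Tables 1 and 2. Across the 30 entries, the 2 dogs with the largest change carried a median of 90.6% of the summed FPKM change in the direction of the table, and the 1 dog with the largest change carried 65.4%. With only 5 placebo dogs a large share is usual: the median was 85.7% over all genes in that group, against 90.6% for the 11 genes of Supplemental Table 1. In the 9 valspodar dogs the median was 64.5% over all genes and 90.5% for the 19 genes of Supplemental Table 2. These shares are of unlogged FPKM, which dogs with high levels dominate. For log2(FPKM + 1) changes the median share of 2 dogs was 82.6% for the 11 genes and 70.4% for the 19. Among the 19 it ranged from 48.9% for C1QC to 94.3% for NR4A2. The log2 share over all genes was not computed. Dog PENN04 had the largest change in 7 of the 11 genes. For MMP9 its FPKM rose by 110, which was 96.2% of the summed rise, and without PENN04 the log2 fold change of MMP9 was -0.02. Of the 19 genes, MN03 was among the 2 dogs with the largest change in 11, and so was PENN03. NR4A1 rose by 314 FPKM in PENN03 and 106 FPKM in MN03, together 99.7% of its summed rise, while it rose in 3 of 9 dogs. ATF3 rose in 4 of 9 dogs, and its log2 fold change was -0.03 without PENN03. FN1 rose in 8 of 9 dogs, with 82.5% of the summed rise in PD03. Of the 11 genes, 4 changed in the direction of the table in all 5 placebo dogs, and of the 19 genes, 0 rose in all 9 valspodar dogs. In exact sign-flip permutation tests (two-sided) 0 of the 30 entries had a p under 0.05. The smallest p was 0.0508 for ICAM1 (0.331 after Benjamini-Hochberg adjustment over the 30 entries), and 5 dogs cannot give a p under 0.0625. The paper states that a few samples in each group drove the genes called, and that no genome-wide change could be attributed to the drug or to time.

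**Figure D2:**
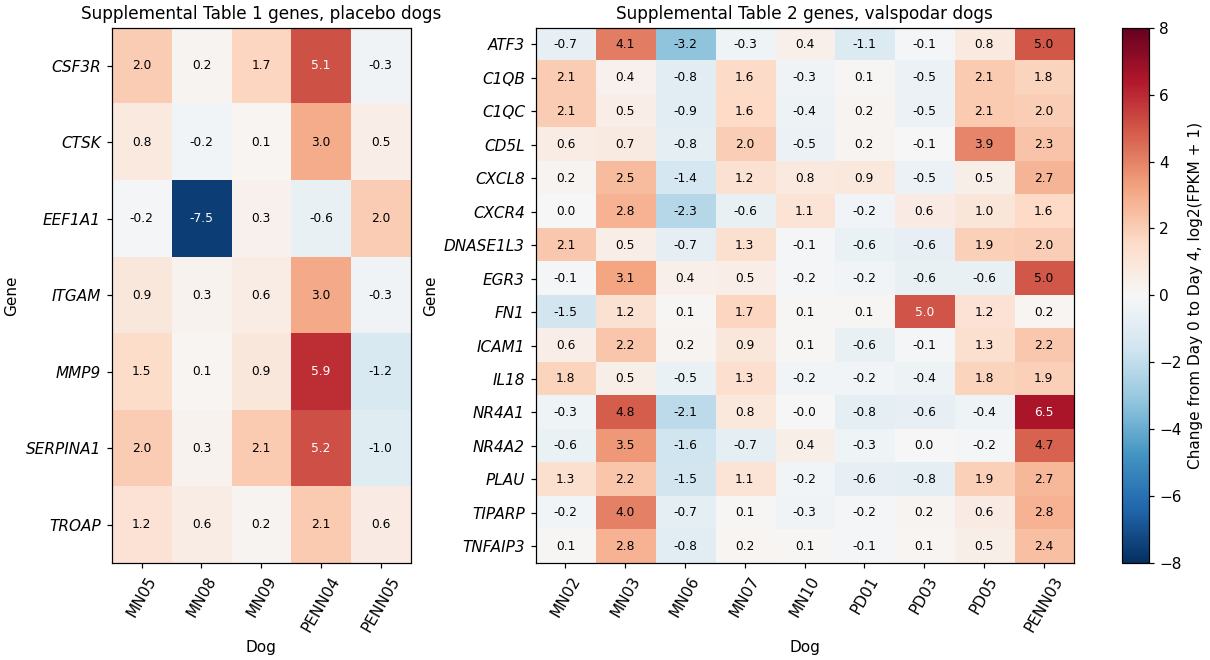
Change from Day 0 to Day 4 in log2(FPKM + 1) in each paired dog, for the 7 genes of Supplemental Table 1 with a symbol in placebo dogs (left) and the 16 genes of Supplemental Table 2 with a symbol in valspodar dogs (right). Red is a rise and blue a fall; in the placebo panel the largest rise is in dog PENN04 for each gene except EEF1A1, which fell in that dog and rose most in PENN05, and the largest rises of NR4A1, NR4A2, EGR3 and ATF3 are in dogs MN03 and PENN03.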

The proportion of ABCB1 ^+^ and ABCG2 ^+^ LPCs appeared to decrease in the samples from four dogs during the neoadjuvant period where we could perform the analysis; however, the change was unrelated to valspodar, since a reduction of similar magnitude occurred in the dogs assigned to both the placebo and the valspodar groups. Furthermore, statistically significant differences were not found in either the total number of LPCs or in the duration of remission (or overall survival) between groups of dogs treated with valspodar and placebo.

In fact, the proportion of ABCB1 ^+^ and ABCG2 ^+^ LPCs appeared to decrease in the lymph node samples from four dogs during the neoadjuvant period where we could perform the analysis; however, the change was unrelated to valspodar, since a reduction of similar magnitude occurred in the dogs assigned to both the placebo and the valspodar groups. Furthermore, statistically significant differences were not found in either the total number of LPCs or in the duration of remission (or overall survival) between groups of dogs treated with valspodar and placebo. Similarly, our data suggest that neoadjuvant valspodar had little effect to sensitize peripheral blood LPCs to doxorubicin. Yet, the morphologic variability in peripheral blood leukocytes and noise in the system, both among dogs as well as within dogs sampled at different time points, confounded our attempts to create a robust strategy for identifying blood LPCs (rare events) with a high degree of certainty. The preponderance of evidence does not support an effect of valspodar to sensitize LPCs to chemotherapy. However, we must consider that the sample size ( *i.e.*, the number of dogs) could be insufficient to demonstrate the effect given the extremely low frequency of cells with LPC phenotype and the pronounced inter-sample variability, so we must consider the data from peripheral blood LPCs inconclusive. Nonetheless, our results suggest that LPC cell enumeration is technically possible, and future attempts to document changes in proportions of LPCs will need to be paired with improved and rigorous quality control measures and a sufficiently large sample size to minimize or manage this variability.

It is worth noting that the duration of remission and the overall survival of dogs in this study slightly exceeded the expectations based on previously published results using single agent doxorubicin ^36^. This could be attributed to improved management of cancer patients over time, but it also could be due to recruitment of a relatively uniform population of dogs based on clinical and pathologic criteria ^23^. The latter possibility highlights the benefits of study designs that narrow disease heterogeneity, particularly for canine lymphoma where each disease entity in this complex should be considered as an individual condition.

There are several possible explanations for the absence of clinical improvement in dogs receiving valspodar vs. placebo. First, it is possible that this treatment would be most effective against a specific subset of DLBCL, such as EZH2-mutated GC DLBCL. It has been challenging to separate canine DLBCLs into activated B-cell (ABC) type and GC-type DLBCL ^11, 53^, although one study suggested canine DLBCL might be more similar to human ABC type DLBCL ^54^. Second, the study was designed to address chemosensitization of LPCs by valspodar, and the sample size was not powered to reveal if this protocol would significantly improve survival outcomes. Based on our results, we estimate that a clinical trial where we could detect a doubling of the median overall survival (from 12 months to 24 months) in dogs receiving neoadjuvant valspodar would require 35 dogs each in the treatment and in the placebo arms.

We confirmed absorption and bioavailability of the drug on the fourth day of administration, and we showed that the drug was able to fully inhibit ABC transporter activity in a side population assay even at the lowest dose detected. However, the levels of valspodar required for sustained, active inhibition of ABC transporter activity *in vivo* have not been conclusively established. For example, when valspodar (50 mg/kg) and paclitaxel (10 mg/kg) were administered concurrently to mice through the oral route, they passed rapidly through the stomach and reached the intestine together, but showed enhanced uptake and plasma levels for paclitaxel ^55^. In rats, oral valspodar was absorbed rapidly and had excellent bioavailability with low hepatic extraction ^56^. In human patients with chemotherapy-resistant multiple myeloma, a dose escalation study showed similar pharmacokinetic properties. Orally administered valspodar combined with doxorubicin, vincristine and dexamethasone led to a doubling of the area under the curve for doxorubicin levels in the plasma and reduced its clearance by half ^16^. The concentration of valspodar in serum increased proportionately with a dose of up to 15 mg/kg/day, although it reached a maximum effectiveness level vis-à-vis increasing plasma doxorubicin at 5 mg/kg/day where the median trough and peak levels (of valspodar) were 461 ng/ml and 1134 ng/ml, respectively. The treatment regimen was associated with increased toxicity and required dose reduction in more than 50% of the patients (13/22). Yet, 14 of the patients treated had either a partial response or stable disease, and ABCB1 expression in bone marrow plasma cells was reduced in four of the five responding patients examined.

In another study, valspodar was administered concurrently with doxorubicin to 31 cancer patients using an intravenous loading dose of 1–2 mg/kg and a continuous dose of 1–10 mg/kg over 24 hours. Doxorubicin was given immediately at the end of the loading dose, and the treatment was repeated every 21 days until there was disease progression or unacceptable toxicity ^15^. As noted in the Sonneveld study ^16^, patients receiving valspodar showed a significantly increased area under the curve for doxorubicin, with a 50% shortening of doxorubicin clearance as compared to controls. The steady-state concentrations of valspodar over the time of continuous administration ranged from 190 ng/ml to 1383 ng/ml with unchanged rates of clearance, and serum from treated patients contained sufficiently high levels of valspodar to inhibit ABCB1 activity in an *in vitro* bioassay. Dose-limiting toxicities were observed only in patients treated with the highest dose of valspodar (2 mg/kg loading dose and 10 mg/kg continuous dose) and 50 mg/kg doxorubicin. One patient (ovarian cancer) had a partial response, but none of the patients in this trial had non-Hodgkin lymphoma ^15^.

The effective serum concentrations and positive bioassay results in these studies are in contrast to those in another series of experiments showing that the concentration required to inhibit ABC transporter activity *in vitro* under complete serum conditions (cells cultured in 100% fetal bovine serum) is almost a full order of magnitude (8–9 times) higher than the plasma concentrations achieved in clinical trials, probably due to binding of valspodar by serum lipoproteins ^57^. Among the compounds examined, daunorubicin was the most relevant. In 100% serum, the half maximal concentration of valspodar required to inhibit ABCB1-mediated daunorubicin transport was approximately 1.5 µM (or approximately 1800 ng/ml), which is close to the peak levels achievable using continuous infusions ^15^ and almost 3-fold higher than the levels we measured in our study.

It also is possible that inhibiting ABCB1 and ABCG2 in LPCs is insufficient to ablate the population. In our study, 30% to 90% of lymph node LPCs did not express ABCB1 or ABCG2. In addition, the variable sensitivity to verapamil and other ABC transporter inhibitors by LPCs and side population cells in leukemia and lymphoma suggests that these cells might rely on alternative mechanisms of drug export and/or drug resistance. Still, it has been shown that clinically relevant anti-lymphoma immunotherapies including rituximab ^58^ and anti-CD19 antibodies ^59^ induce ABCB1 to translocate out of lipid rafts, reducing its ability to extrude chemotherapy agents such as vincristine and doxorubicin and increasing the chemosensitivity of drug-resistant lymphoma cell lines. We propose that the totality of data continues to support the rationale for implementing treatment approaches for non-Hodgkin lymphoma that target ABCB1 and ABCG2 in the neoadjuvant or the adjuvant settings. These treatments might be most effective for patients with tumors that do not respond to other targeted agents, such as those diagnosed with EZH2-mutant GC DLBCL. Thus, additional work and diligently crafted clinical trials, as well as creative animal models of induced and spontaneous disease, will be needed to establish the significance of LPCs in the pathogenesis of lymphoid malignancies and the potential to improve patient outcomes by targeting the ABC transporter-enriched and the ABC transporter-deficient subsets of these cell populations.

## Data availability

The data referenced by this article are under copyright with the following copyright statement: Copyright: © 2017 Ito D et al.

Data associated with the article are available under the terms of the Creative Commons Zero "No rights reserved" data waiver (CC0 1.0 Public domain dedication). 

*F1000Research*: Dataset 1. Data of pilot study on valspodar in neoadjuvant settings for canine B-cell lymphoma, 10.5256/f1000research.6055.d42897 ^60^

RNA sequencing FASTQ files and processed data files are available through the National Center for Bioinformatics (GSE93516).

## References

[1] NguyenLVVannerRDirksP: Cancer stem cells: an evolving concept. *Nat Rev Cancer.* 2012;12(2):133–43. 10.1038/nrc3184 22237392

[2] LeeCGDasBLinTL: A rare fraction of drug-resistant follicular lymphoma cancer stem cells interacts with follicular dendritic cells to maintain tumourigenic potential. *Br J Haematol.* 2012;158(1):79–90. 10.1111/j.1365-2141.2012.09123.x 22509798PMC3374069

[3] LeeMRJuHJKimBS: Isolation of side population cells in B-cell non-Hodgkin's lymphomas. *Acta Haematol.* 2013;129(1):10–7. 10.1159/000341284 22964907

[4] VegaFDavuluriYCho-VegaJH: Side population of a murine mantle cell lymphoma model contains tumour-initiating cells responsible for lymphoma maintenance and dissemination. *J Cell Mol Med.* 2010;14(6B):1532–45. 10.1111/j.1582-4934.2009.00865.x 19656242PMC3829019

[5] WangYLiuYMalekSN: Targeting HIF1α eliminates cancer stem cells in hematological malignancies. *Cell Stem Cell.* 2011;8(4):399–411. 10.1016/j.stem.2011.02.006 21474104PMC3084595

[6] ItoDEndicottMMJubalaCM: A tumor-related lymphoid progenitor population supports hierarchical tumor organization in canine B-cell lymphoma. *J Vet Intern Med.* 2011;25(4):890–6. 10.1111/j.1939-1676.2011.0756.x 21777289PMC4993164

[7] ItoDFrantzAMModianoJF: Canine lymphoma as a comparative model for human non-Hodgkin lymphoma: recent progress and applications. *Vet Immunol Immunopathol.* 2014;159(3–4):192–201. 10.1016/j.vetimm.2014.02.016 24642290PMC4994713

[8] DonnenbergVSDonnenbergAD: Multiple drug resistance in cancer revisited: the cancer stem cell hypothesis. *J Clin Pharmacol.* 2005;45(8):872–7. 10.1177/0091270005276905 16027397

[9] GottesmanMMFojoTBatesSE: Multidrug resistance in cancer: role of ATP-dependent transporters. *Nat Rev Cancer.* 2002;2(1):48–58. 10.1038/nrc706 11902585

[10] UedaKCardarelliCGottesmanMM: Expression of a full-length cDNA for the human "MDR1" gene confers resistance to colchicine, doxorubicin, and vinblastine. *Proc Natl Acad Sci U S A.* 1987;84(9):3004–8. 10.1073/pnas.84.9.3004 3472246PMC304789

[11] FrantzAMSarverALItoD: Molecular profiling reveals prognostically significant subtypes of canine lymphoma. *Vet Pathol.* 2013;50(4):693–703. 10.1177/0300985812465325 23125145PMC4683027

[12] NobiliSLandiniIGiglioniB: Pharmacological strategies for overcoming multidrug resistance. *Curr Drug Targets.* 2006;7(7):861–79. 10.2174/138945006777709593 16842217

[13] TaiHL: Technology evaluation: Valspodar, Novartis AG. *Curr Opin Mol Ther.* 2000;2(4):459–67. 11249778

[14] CaglieroEFerraciniRMorelloE: Reversal of multidrug-resistance using Valspodar (PSC 833) and doxorubicin in osteosarcoma. *Oncol Rep.* 2004;12(5):1023–31. 10.3892/or.12.5.1023 15492788

[15] MinamiHOhtsuTFujiiH: Phase I study of intravenous PSC-833 and doxorubicin: reversal of multidrug resistance. *Jpn J Cancer Res.* 2001;92(2):220–30. 10.1111/j.1349-7006.2001.tb01085.x 11223552PMC5926698

[16] SonneveldPMarieJPHuismanC: Reversal of multidrug resistance by SDZ PSC 833, combined with VAD (vincristine, doxorubicin, dexamethasone) in refractory multiple myeloma. A phase I study. *Leukemia.* 1996;10(11):1741–50. 8892677

[17] FriedenbergWRRueMBloodEA: Phase III study of PSC-833 (valspodar) in combination with vincristine, doxorubicin, and dexamethasone (valspodar/VAD) versus VAD alone in patients with recurring or refractory multiple myeloma (E1A95): a trial of the Eastern Cooperative Oncology Group. *Cancer.* 2006;106(4):830–8. 10.1002/cncr.21666 16419071

[18] LhomméCJolyFWalkerJL: Phase III study of valspodar (PSC 833) combined with paclitaxel and carboplatin compared with paclitaxel and carboplatin alone in patients with stage IV or suboptimally debulked stage III epithelial ovarian cancer or primary peritoneal cancer. *J Clin Oncol.* 2008;26(16):2674–82. 10.1200/JCO.2007.14.9807 18509179

[19] KolitzJEGeorgeSLMarcucciG: P-glycoprotein inhibition using valspodar (PSC-833) does not improve outcomes for patients younger than age 60 years with newly diagnosed acute myeloid leukemia: Cancer and Leukemia Group B study 19808. *Blood.* 2010;116(9):1413–21. 10.1182/blood-2009-07-229492 20522709PMC2938834

[20] ItoDBrewerSModianoJF: Development of a novel anti-canine CD20 monoclonal antibody with diagnostic and therapeutic potential. *Leuk Lymphoma.* 2015;56(1):219–225. 10.3109/10428194.2014.914193 24724777PMC5002357

[21] ItoDFrantzAMWilliamsC: CD40 ligand is necessary and sufficient to support primary diffuse large B-cell lymphoma cells in culture: a tool for *in vitro* preclinical studies with primary B-cell malignancies. *Leuk Lymphoma.* 2012;53(7):1390–8. 10.3109/10428194.2011.654337 22229753PMC3727651

[22] GordenBHKimJHSarverAL: Identification of three molecular and functional subtypes in canine hemangiosarcoma through gene expression profiling and progenitor cell characterization. *Am J Pathol.* 2014;184(4):985–95. 10.1016/j.ajpath.2013.12.025 24525151PMC3969990

[23] ValliVESan MyintMBarthelA: Classification of canine malignant lymphomas according to the World Health Organization criteria. *Vet Pathol.* 2011;48(1):198–211. 10.1177/0300985810379428 20861499

[24] MealeyKL: Therapeutic implications of the MDR-1 gene. *J Vet Pharmacol Ther.* 2004;27(5):257–64. 10.1111/j.1365-2885.2004.00607.x 15500562

[25] MealeyKLBentjenSAGayJM: Ivermectin sensitivity in collies is associated with a deletion mutation of the mdr1 gene. *Pharmacogenetics.* 2001;11(8):727–33. 10.1097/00008571-200111000-00012 11692082

[26] ChanAWTetzlaffJMAltmanDG: SPIRIT 2013 statement: defining standard protocol items for clinical trials. *Ann Intern Med.* 2013;158(3):200–7. 10.7326/0003-4819-158-3-201302050-00583 23295957PMC5114123

[27] JubalaCMWojcieszynJWValliVE: CD20 expression in normal canine B cells and in canine non-Hodgkin lymphoma. *Vet Pathol.* 2005;42(4):468–76. 10.1354/vp.42-4-468 16006606

[28] VailDM: Veterinary Co-operative Oncology Group - Common Terminology Criteria for Adverse Events (VCOG-CTCAE) following chemotherapy or biological antineoplastic therapy in dogs and cats v1.0. *Vet Comp Oncol.* 2004;2(4):195–213. 10.1111/j.1476-5810.2004.0053b.x 19379294

[29] KhammanivongAGordenBHFrantzAM: Identification of drug-resistant subpopulations in canine hemangiosarcoma. *Vet Comp Oncol.* 2014. 10.1111/vco.12114 25112808PMC5712213

[30] GordenBHSahaJKhammanivongA: Lysosomal drug sequestration as a mechanism of drug resistance in vascular sarcoma cells marked by high CSF-1R expression. *Vasc Cell.* 2014;6:20. 10.1186/2045-824X-6-20 25295160PMC4188569

[31] BolgerAMLohseMUsadelB: Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics.* 2014;30(15):2114–20. 10.1093/bioinformatics/btu170 24695404PMC4103590

[32] KimDLangmeadBSalzbergSL: HISAT: a fast spliced aligner with low memory requirements. *Nat Methods.* 2015;12(4):357–60. 10.1038/nmeth.3317 25751142PMC4655817

[33] LiHHandsakerB WysokerA: The Sequence Alignment/Map format and SAMtools. *Bioinformatics.* 2009;25(16):2078–19. 10.1093/bioinformatics/btp352 19505943PMC2723002

[34] TrapnellCRobertsAGoffL: Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. *Nat Protoc.* 2012;7(3):562–78. 10.1038/nprot.2012.016 22383036PMC3334321

[35] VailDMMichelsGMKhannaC: Response evaluation criteria for peripheral nodal lymphoma in dogs (v1.0)--a Veterinary Cooperative Oncology Group (VCOG) consensus document. *Vet Comp Oncol.* 2010;8(1):28–37. 10.1111/j.1476-5829.2009.00200.x 20230579

[36] ChunR: Lymphoma: which chemotherapy protocol and why? *Top Companion Anim Med.* 2009;24(3):157–62. 10.1053/j.tcam.2009.03.003 19732735

[37] BinkhathlanZSomayajiVBrocksDR: Development of a liquid chromatography-mass spectrometry (LC/MS) assay method for the quantification of PSC 833 (Valspodar) in rat plasma. *J Chromatogr B Analyt Technol Biomed Life Sci.* 2008;869(1–2):31–7. 10.1016/j.jchromb.2008.05.003 18514043

[38] ModianoJFBreenMAveryAC: Breed Specific Canine Lymphoproliferative Diseases. In: Ostrander EA, Giger U, Lindblad-Toh K editors. *The Dog and its Genome.*Cold Spring Harbor: CSH Press;2005 Reference Source

[39] ModianoJFBreenMBurnettRC: Distinct B-cell and T-cell lymphoproliferative disease prevalence among dog breeds indicates heritable risk. *Cancer Res.* 2005;65(13):5654–61. 10.1158/0008-5472.CAN-04-4613 15994938

[40] TanBPiwnica-WormsDRatnerL: Multidrug resistance transporters and modulation. *Curr Opin Oncol.* 2000;12(5):450–8. 10.1097/00001622-200009000-00011 10975553

[41] ModokSMellorHRCallaghanR: Modulation of multidrug resistance efflux pump activity to overcome chemoresistance in cancer. *Curr Opin Pharmacol.* 2006;6(4):350–4. 10.1016/j.coph.2006.01.009 16690355

[42] RodriguezCCommesTRobertJ: Expression of P-glycoprotein and anionic glutathione S-transferase genes in non-Hodgkin's lymphoma. *Leuk Res.* 1993;17(2):149–56. 10.1016/0145-2126(93)90060-X 8094105

[43] ZandvlietMTeskeESchrickxJA: Multi-drug resistance in a canine lymphoid cell line due to increased P-glycoprotein expression, a potential model for drug-resistant canine lymphoma. *Toxicol In Vitro.* 2014;28(8):1498–506. 10.1016/j.tiv.2014.06.004 24975508

[44] KimMCD'CostaSSuterS: Evaluation of a side population of canine lymphoma cells using Hoechst 33342 dye. *J Vet Sci.* 2013;14(4):481–6. 10.4142/jvs.2013.14.4.481 23820219PMC3885743

[45] IdrissHTHannunYABoulpaepE: Regulation of volume-activated chloride channels by P-glycoprotein: phosphorylation has the final say! *J Physiol.* 2000;524(Pt 3):629–36. 10.1111/j.1469-7793.2000.00629.x 10790147PMC2269906

[46] BerntKMArmstrongSA: Leukemia stem cells and human acute lymphoblastic leukemia. *Semin Hematol.* 2009;46(1):33–8. 10.1053/j.seminhematol.2008.09.010 19100366PMC4031465

[47] MotiNMalcolmTHamoudiR: Anaplastic large cell lymphoma-propagating cells are detectable by side population analysis and possess an expression profile reflective of a primitive origin. *Oncogene.* 2015;34(14):1843–52. 10.1038/onc.2014.112 24814516

[48] LohrJGStojanovPLawrenceMS: Discovery and prioritization of somatic mutations in diffuse large B-cell lymphoma (DLBCL) by whole-exome sequencing. *Proc Natl Acad Sci U S A.* 2012;109(10):3879–84. 10.1073/pnas.1121343109 22343534PMC3309757

[49] LundKAdamsPDCoplandM: EZH2 in normal and malignant hematopoiesis. *Leukemia.* 2014;28(1):44–9. 10.1038/leu.2013.288 24097338

[50] VelichutinaIShaknovichRGengH: EZH2-mediated epigenetic silencing in germinal center B cells contributes to proliferation and lymphomagenesis. *Blood.* 2010;116(24):5247–55. 10.1182/blood-2010-04-280149 20736451PMC3012542

[51] ZhangYLiuGLinC: Silencing the EZH2 gene by RNA interference reverses the drug resistance of human hepatic multidrug-resistant cancer cells to 5–Fu. *Life Sci.* 2013;92(17–19):896–902. 10.1016/j.lfs.2013.03.010 23562851

[52] TangBZhangYLiangR: RNAi-mediated EZH2 depletion decreases MDR1 expression and sensitizes multidrug-resistant hepatocellular carcinoma cells to chemotherapy. *Oncol Rep.* 2013;29(3):1037–42. 10.3892/or.2013.2222 23291714

[53] MudaliarMAHaggartRDMieleG: Comparative gene expression profiling identifies common molecular signatures of NF-κB activation in canine and human diffuse large B cell lymphoma (DLBCL). *PLoS One.* 2013;8(9):e72591. 10.1371/journal.pone.0072591 24023754PMC3762807

[54] RichardsKLMotsinger-ReifAAChenHW: Gene profiling of canine B-cell lymphoma reveals germinal center and postgerminal center subtypes with different survival times, modeling human DLBCL. *Cancer Res.* 2013;73(16):5029–39. 10.1158/0008-5472.CAN-12-3546 23783577PMC3755352

[55] BardelmeijerHAOuwehandMBeijnenJH: Efficacy of novel P-glycoprotein inhibitors to increase the oral uptake of paclitaxel in mice. *Invest New Drugs.* 2004;22(3):219–29. 10.1023/B:DRUG.0000026248.45084.21 15122069

[56] BinkhathlanZHamdyDABrocksDR: Pharmacokinetics of PSC 833 (valspodar) in its Cremophor EL formulation in rat. *Xenobiotica.* 2010;40(1):55–61. 10.3109/00498250903331056 19903013

[57] SmithAJMayerUSchinkelAH: Availability of PSC833, a substrate and inhibitor of P-glycoproteins, in various concentrations of serum. *J Natl Cancer Inst.* 1998;90(15):1161–6. 10.1093/jnci/90.15.1161 9701366

[58] GhetieMACrankMKufertS: Rituximab but not other anti-CD20 antibodies reverses multidrug resistance in 2 B lymphoma cell lines, blocks the activity of P-glycoprotein (P-gp), and induces P-gp to translocate out of lipid rafts. *J Immunother.* 2006;29(5):536–44. 10.1097/01.cji.0000211307.05869.6c 16971809

[59] GhetieMAMarchesRKufertS: An anti-CD19 antibody inhibits the interaction between P-glycoprotein (P-gp) and CD19, causes P-gp to translocate out of lipid rafts, and chemosensitizes a multidrug-resistant (MDR) lymphoma cell line. *Blood.* 2004;104(1):178–83. 10.1182/blood-2003-12-4255 15001473

[60] ItoDChildressMOMasonNJ: Data of pilot study on valspodar in neoadjuvant settings for canine B-cell lymphoma. *F1000Research.* 2015 Data Source

# Supplementary material for: A double blinded, placebo-controlled pilot study to examine reduction of CD34 +/CD117 +/CD133 + lymphoma progenitor cells and duration of remission induced by neoadjuvant valspodar in dogs with large B-cell lymphoma
**Source:** F1000Res. 2017 Apr 18;4:42. Originally published 2015 Feb 11. [Version 3] doi: 10.12688/f1000research.6055.3
**Supplement:** Supplementary file 2

## Slide 1
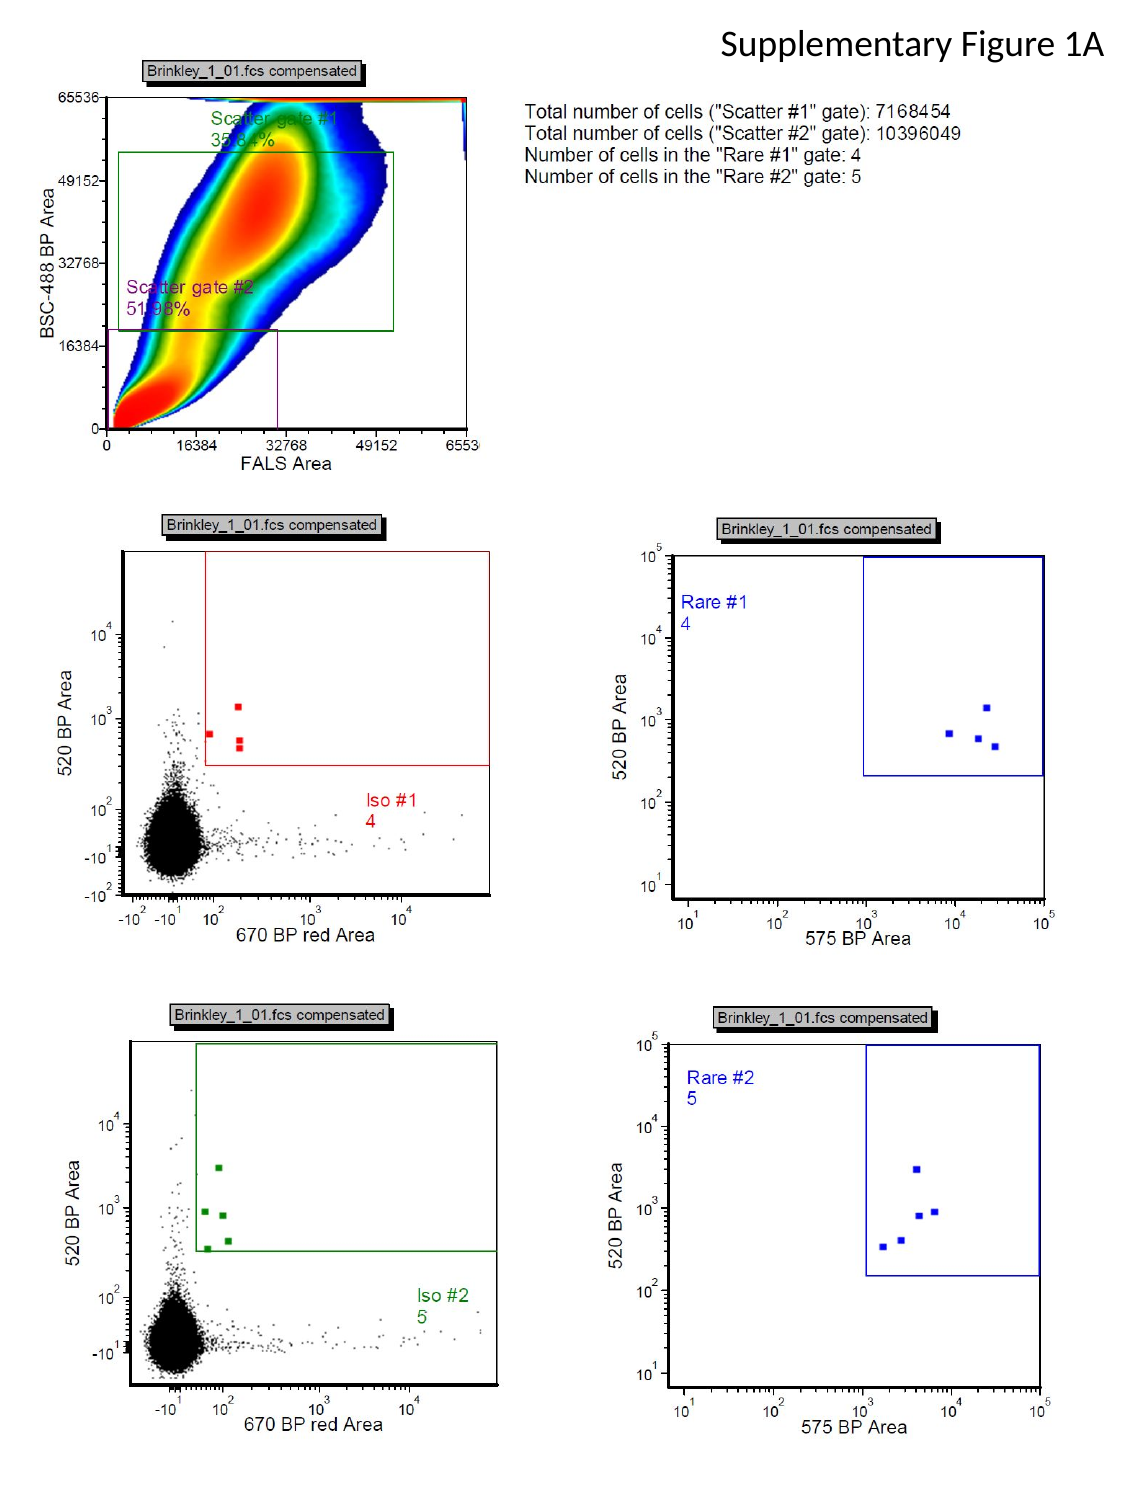

Supplementary Figure 1A

## Slide 2
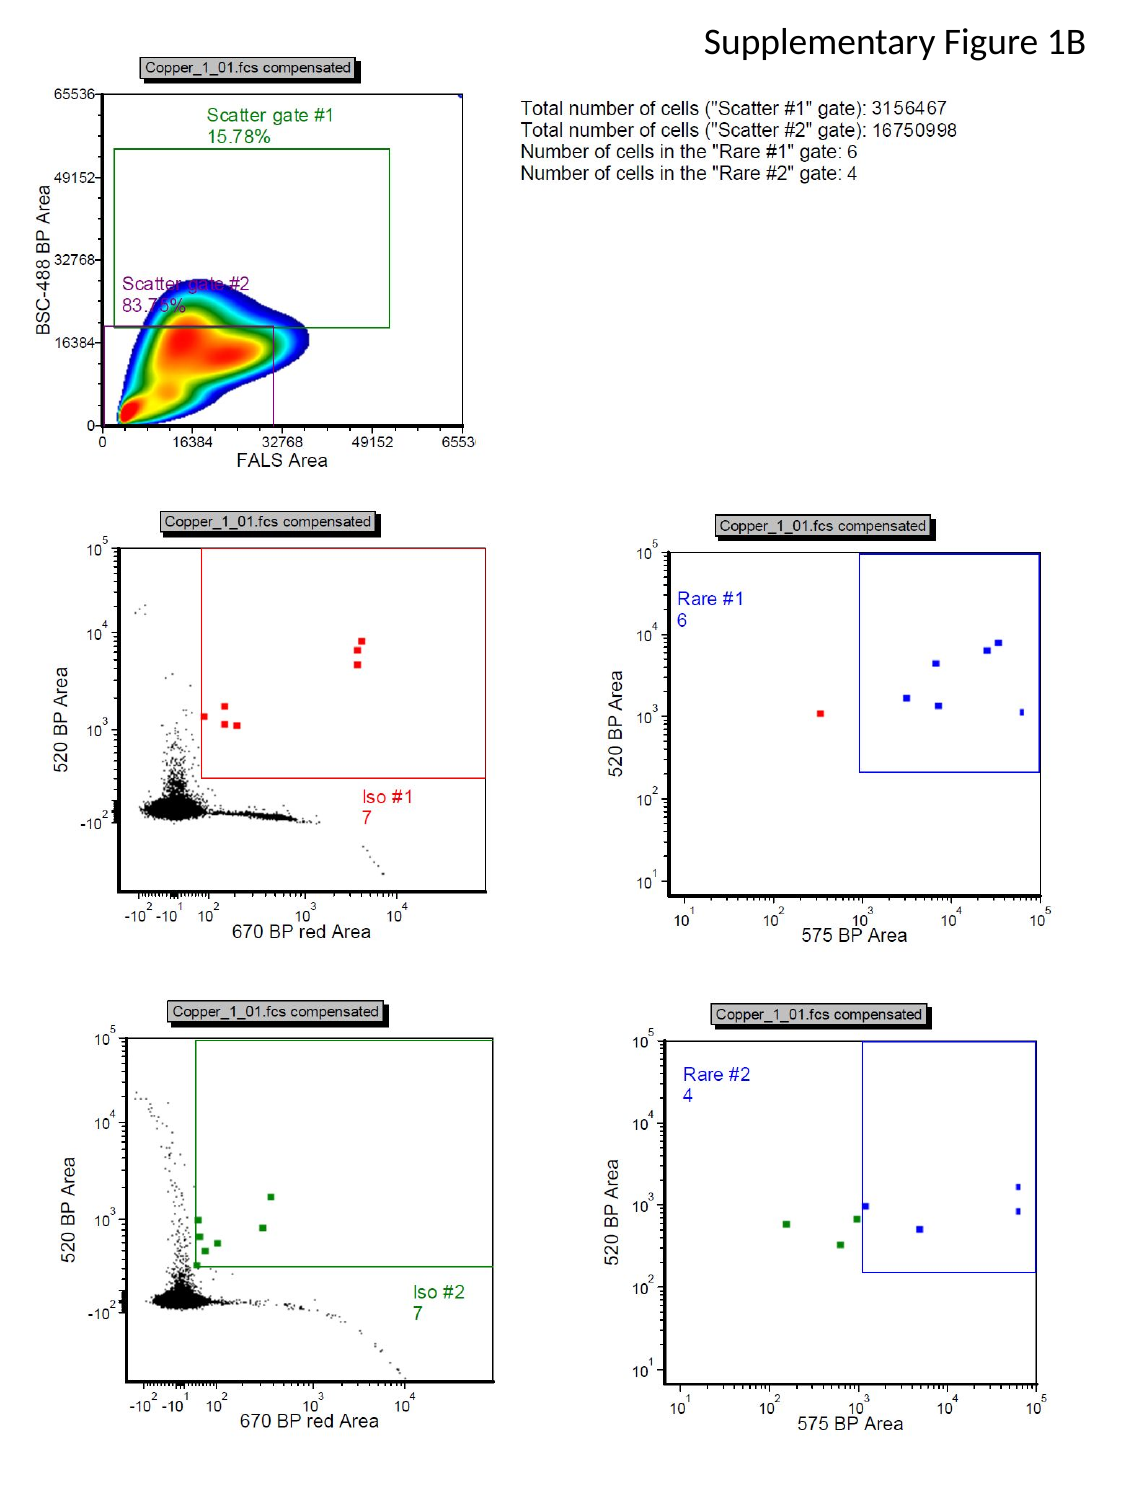

Supplementary Figure 1B

## Slide 3
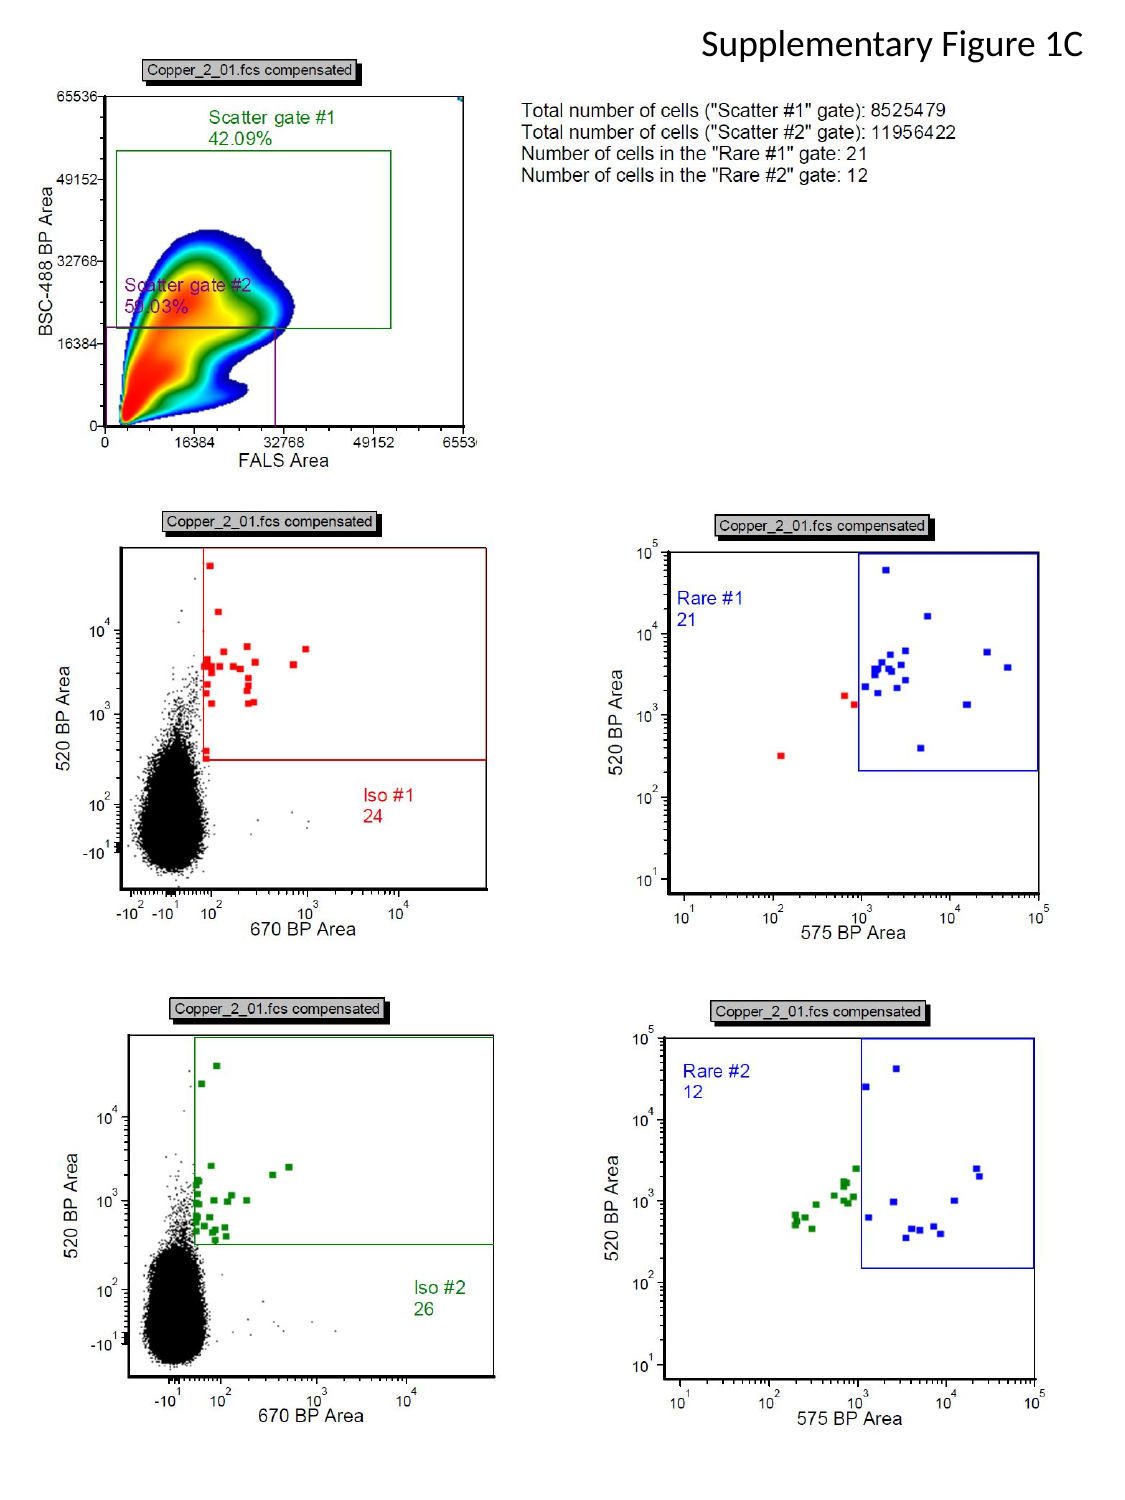

Supplementary Figure 1C

## Slide 4
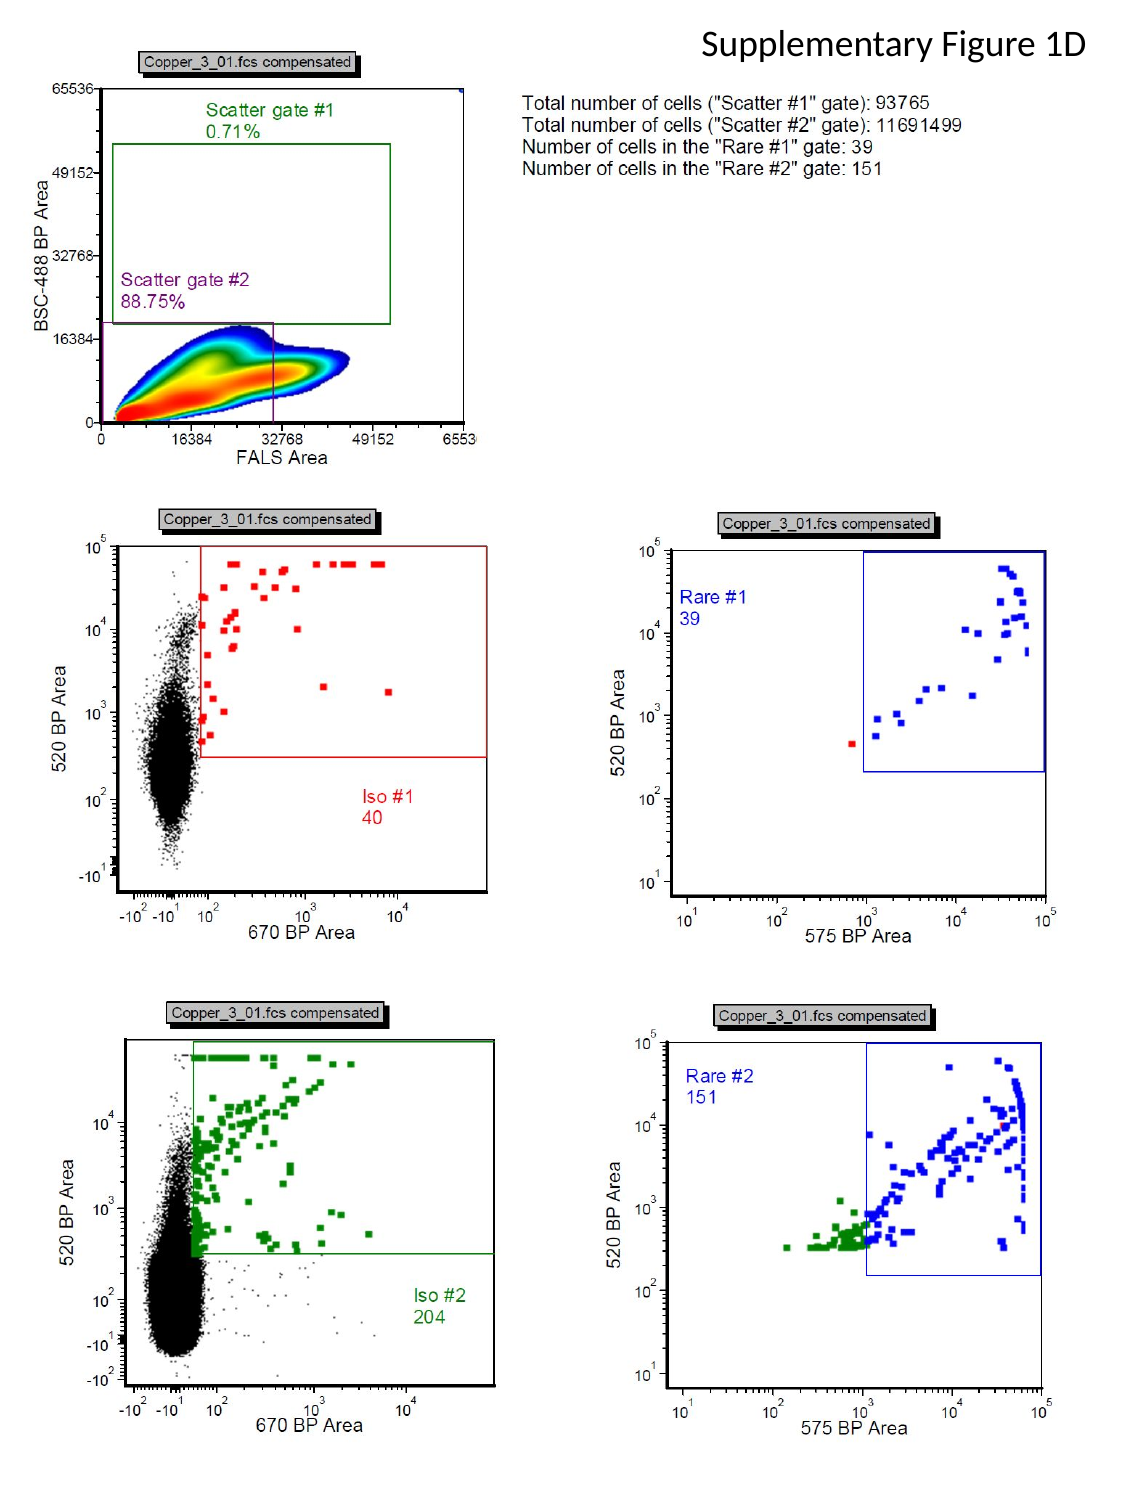

Supplementary Figure 1D

## Slide 5
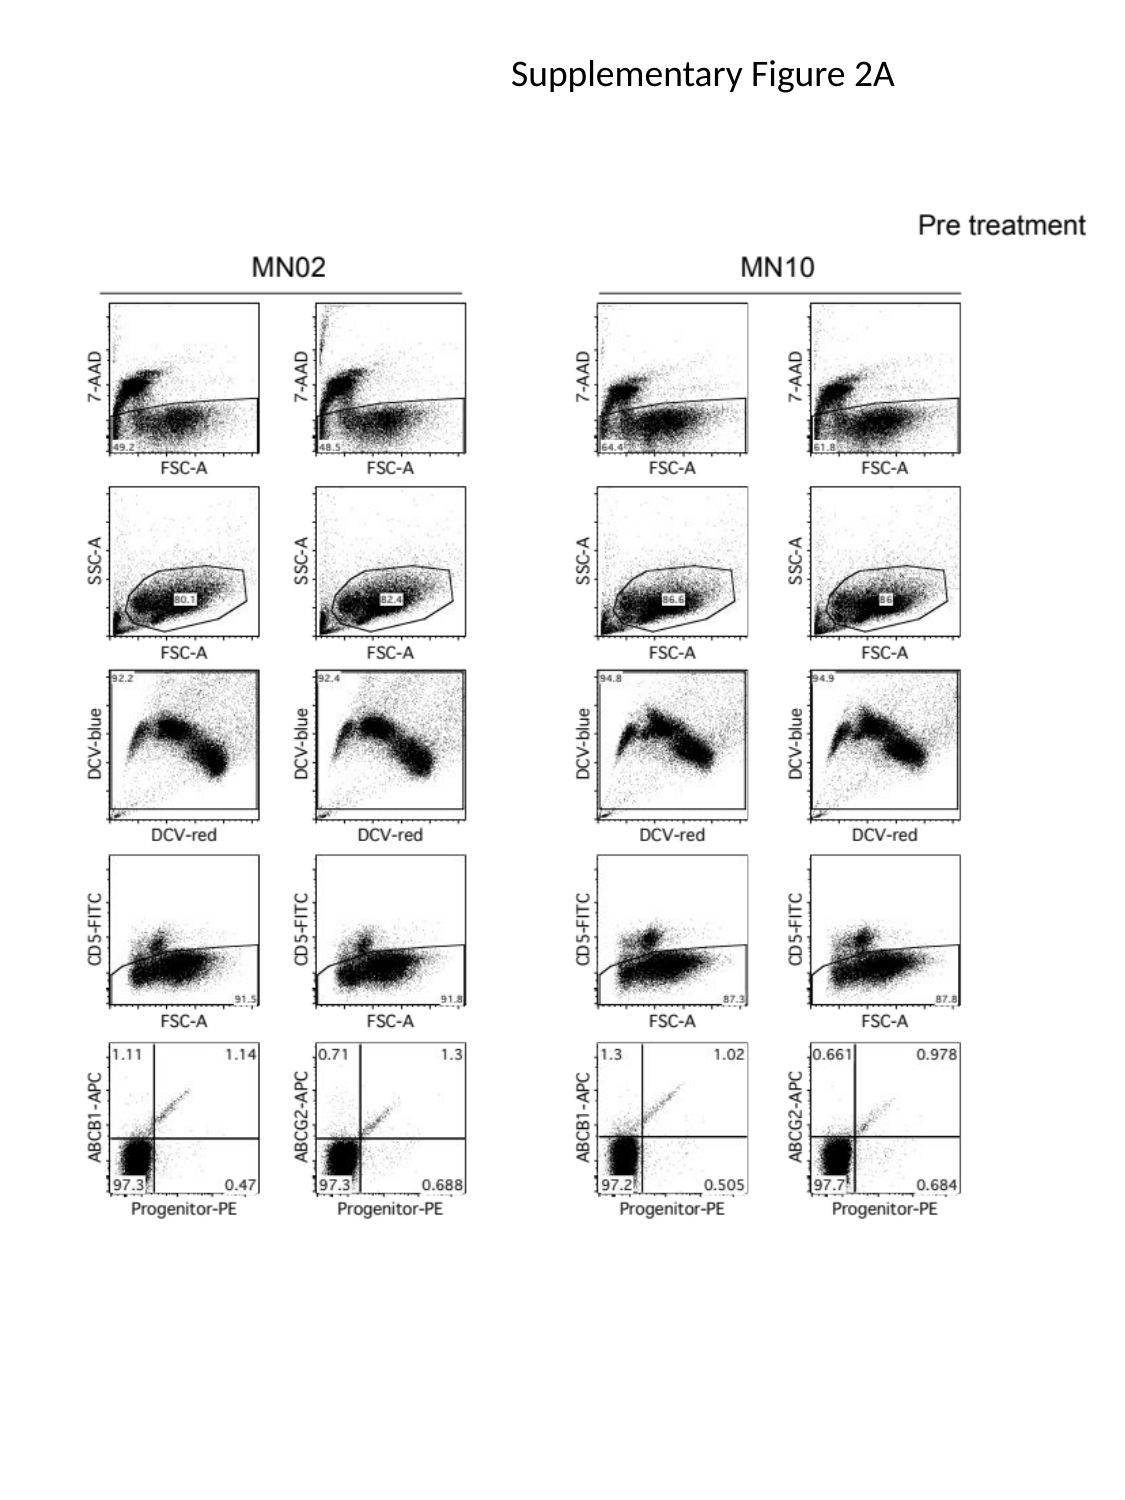

Supplementary Figure 2A

## Slide 6
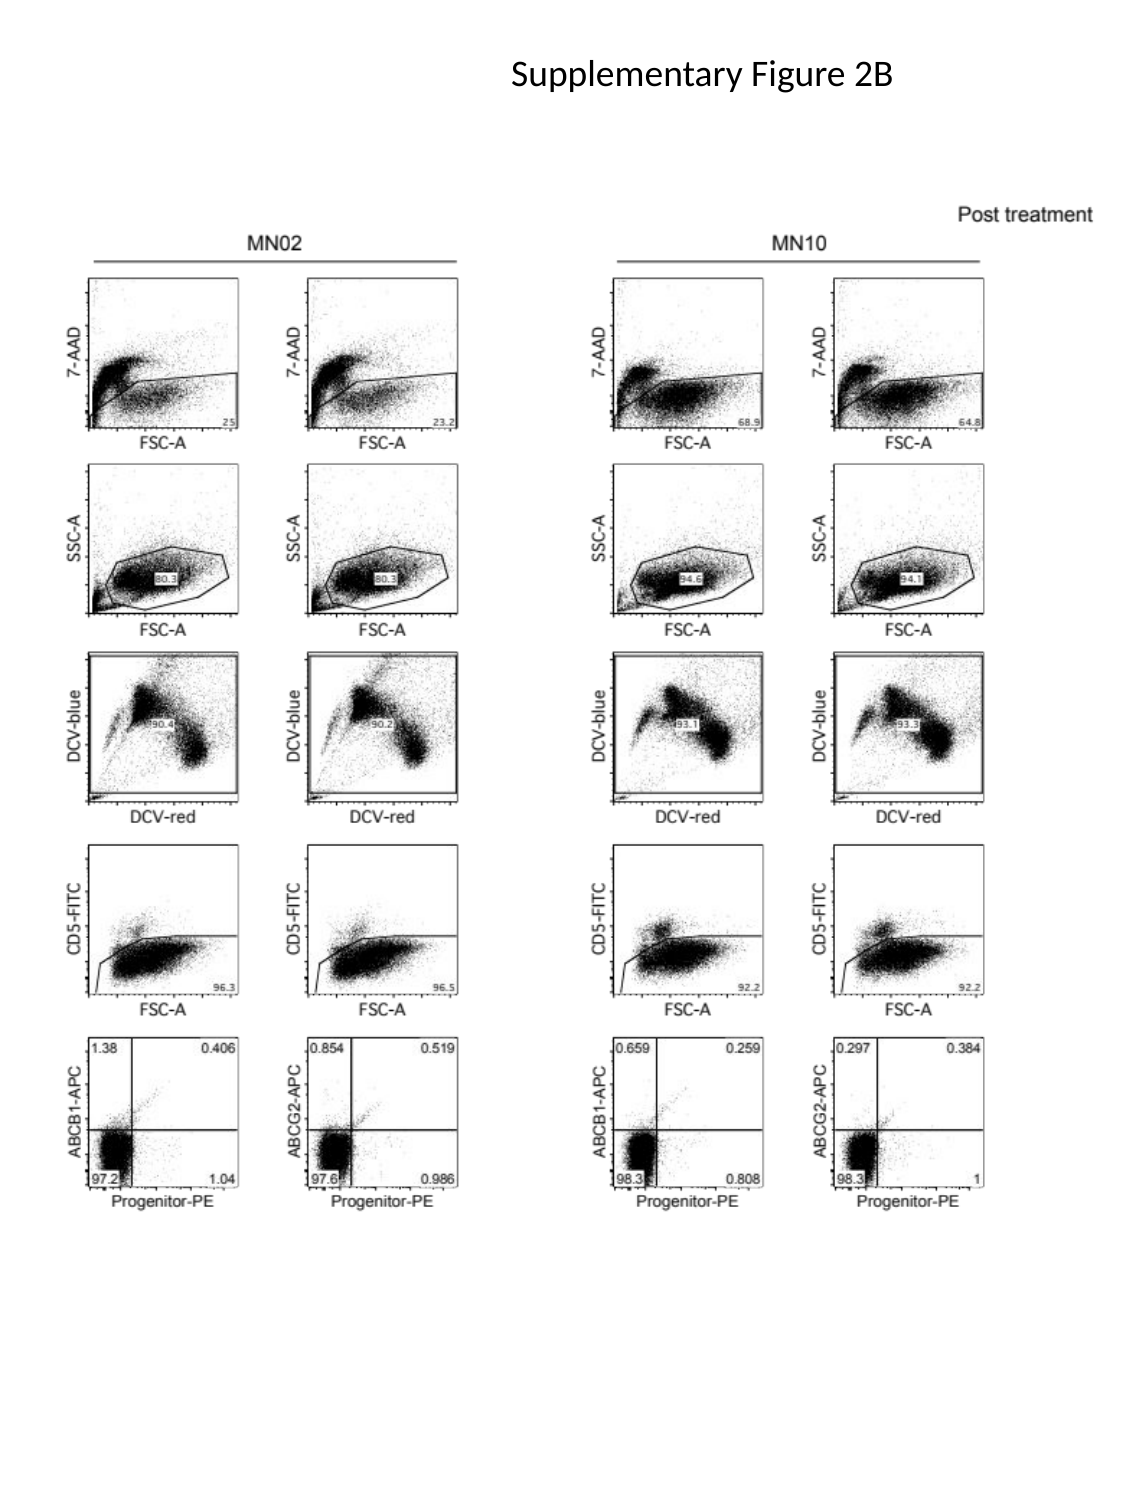

Supplementary Figure 2B

## Slide 7
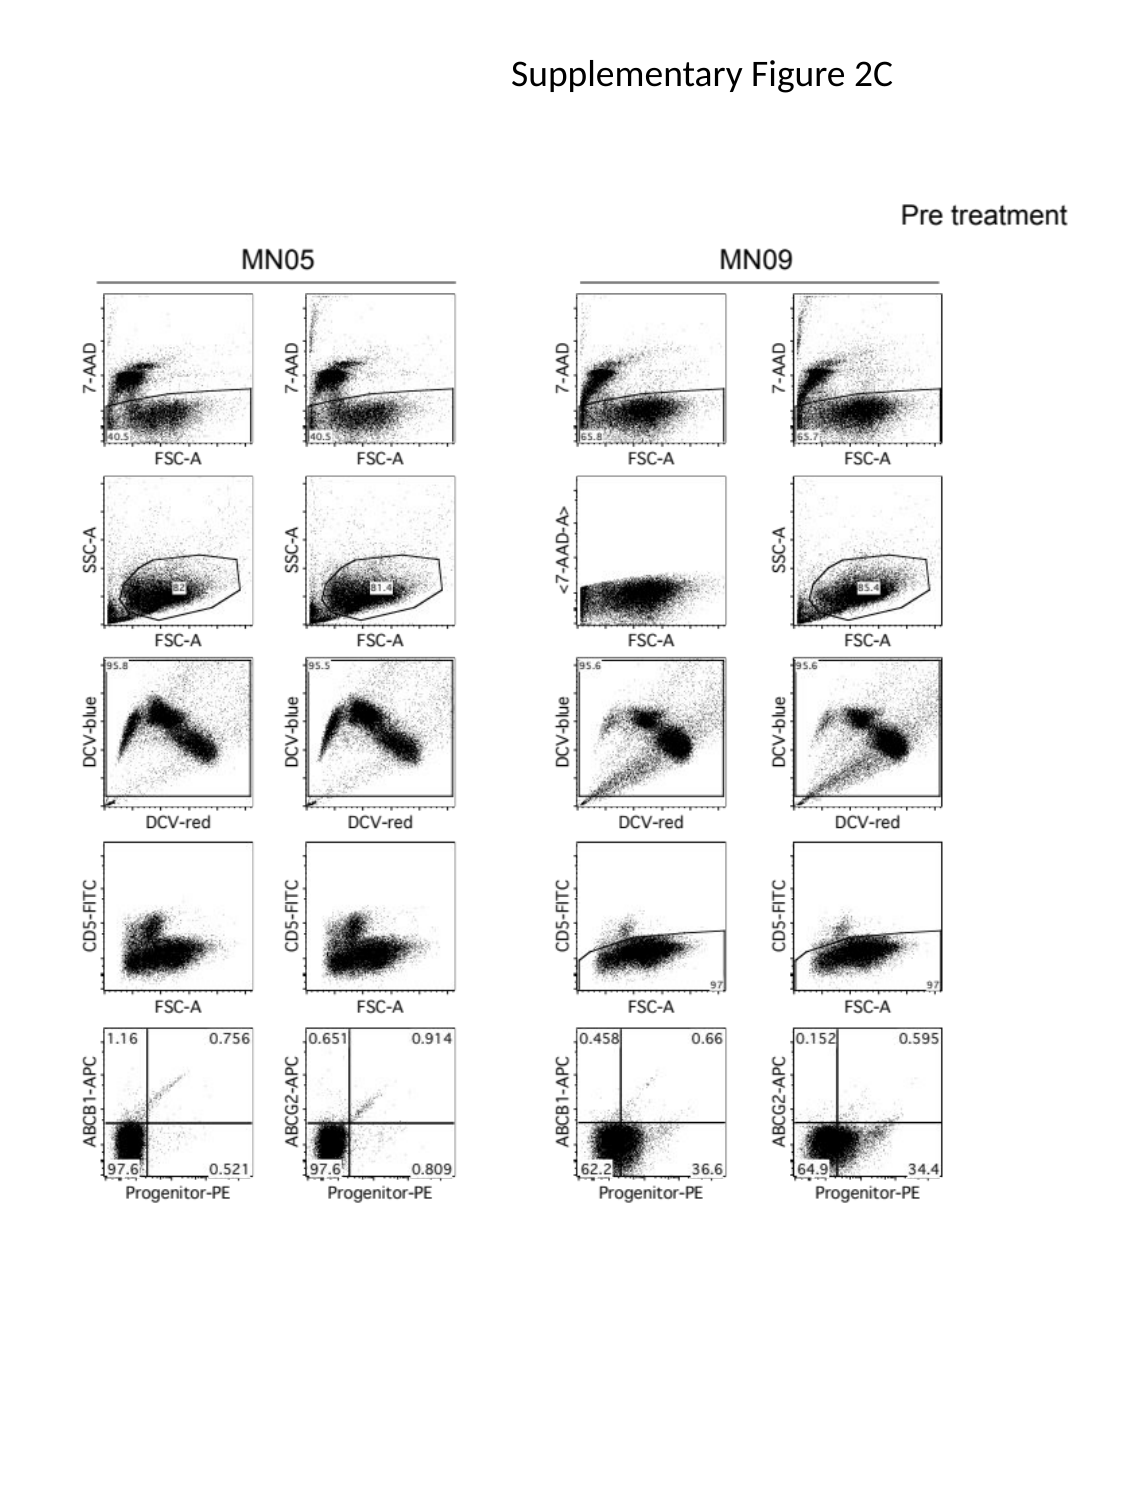

Supplementary Figure 2C

## Slide 8
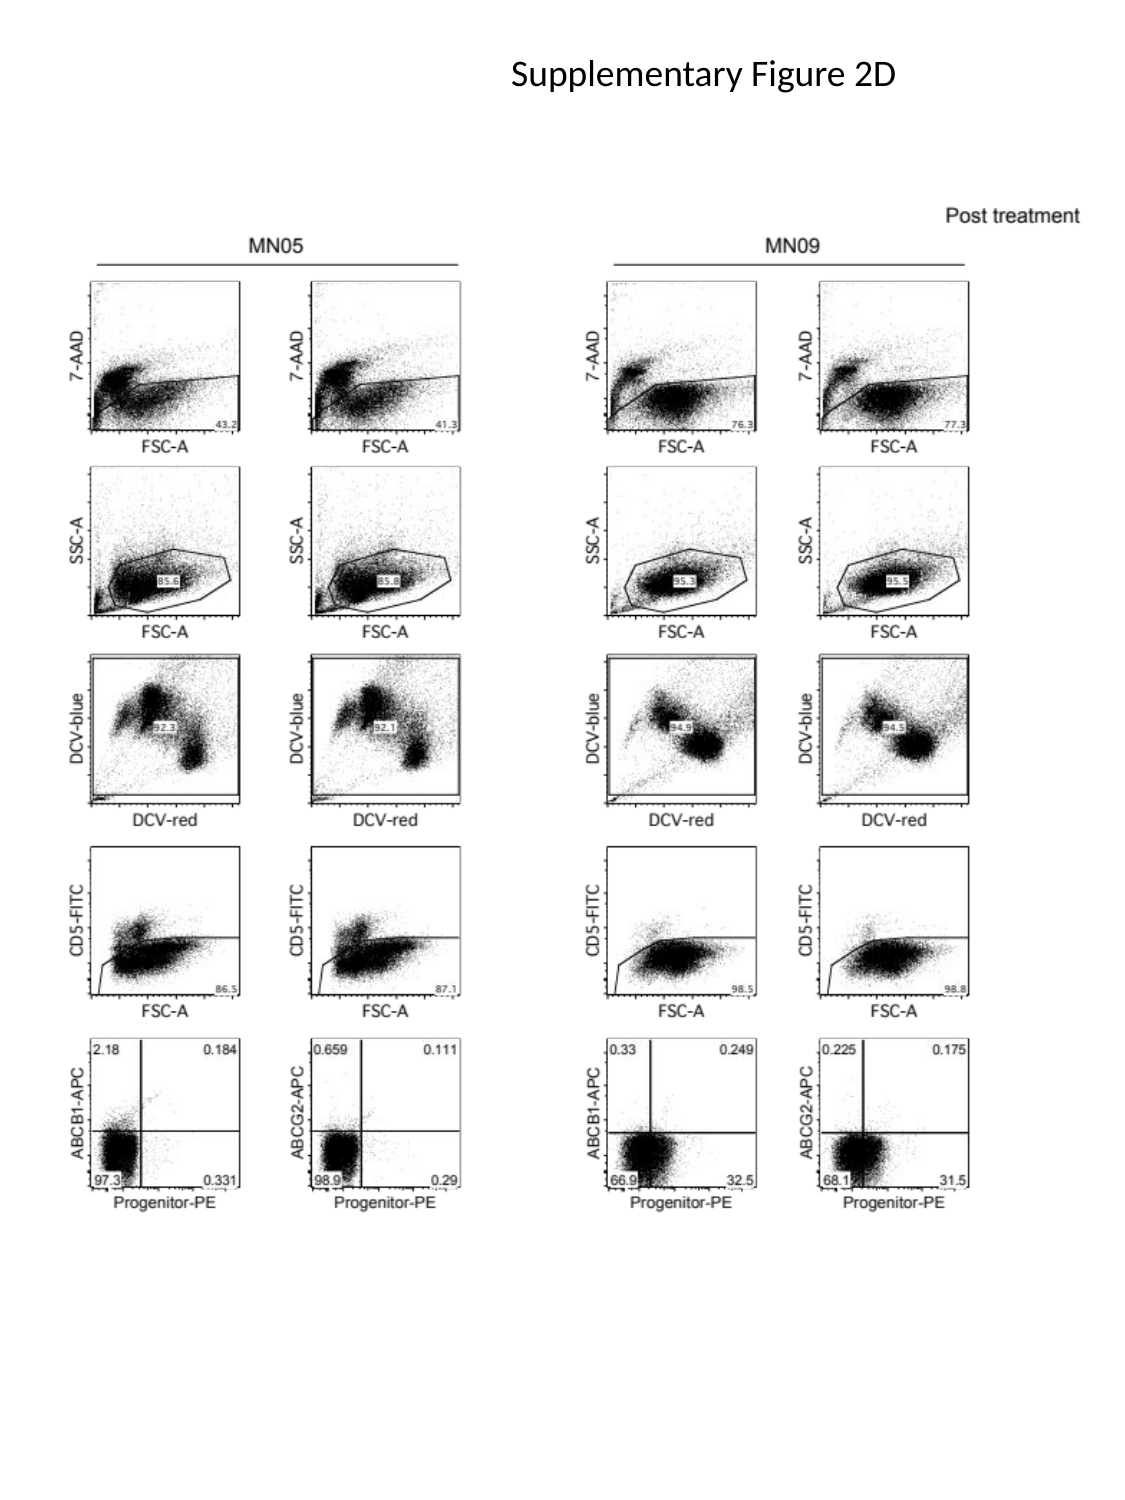

Supplementary Figure 2D

## Slide 9
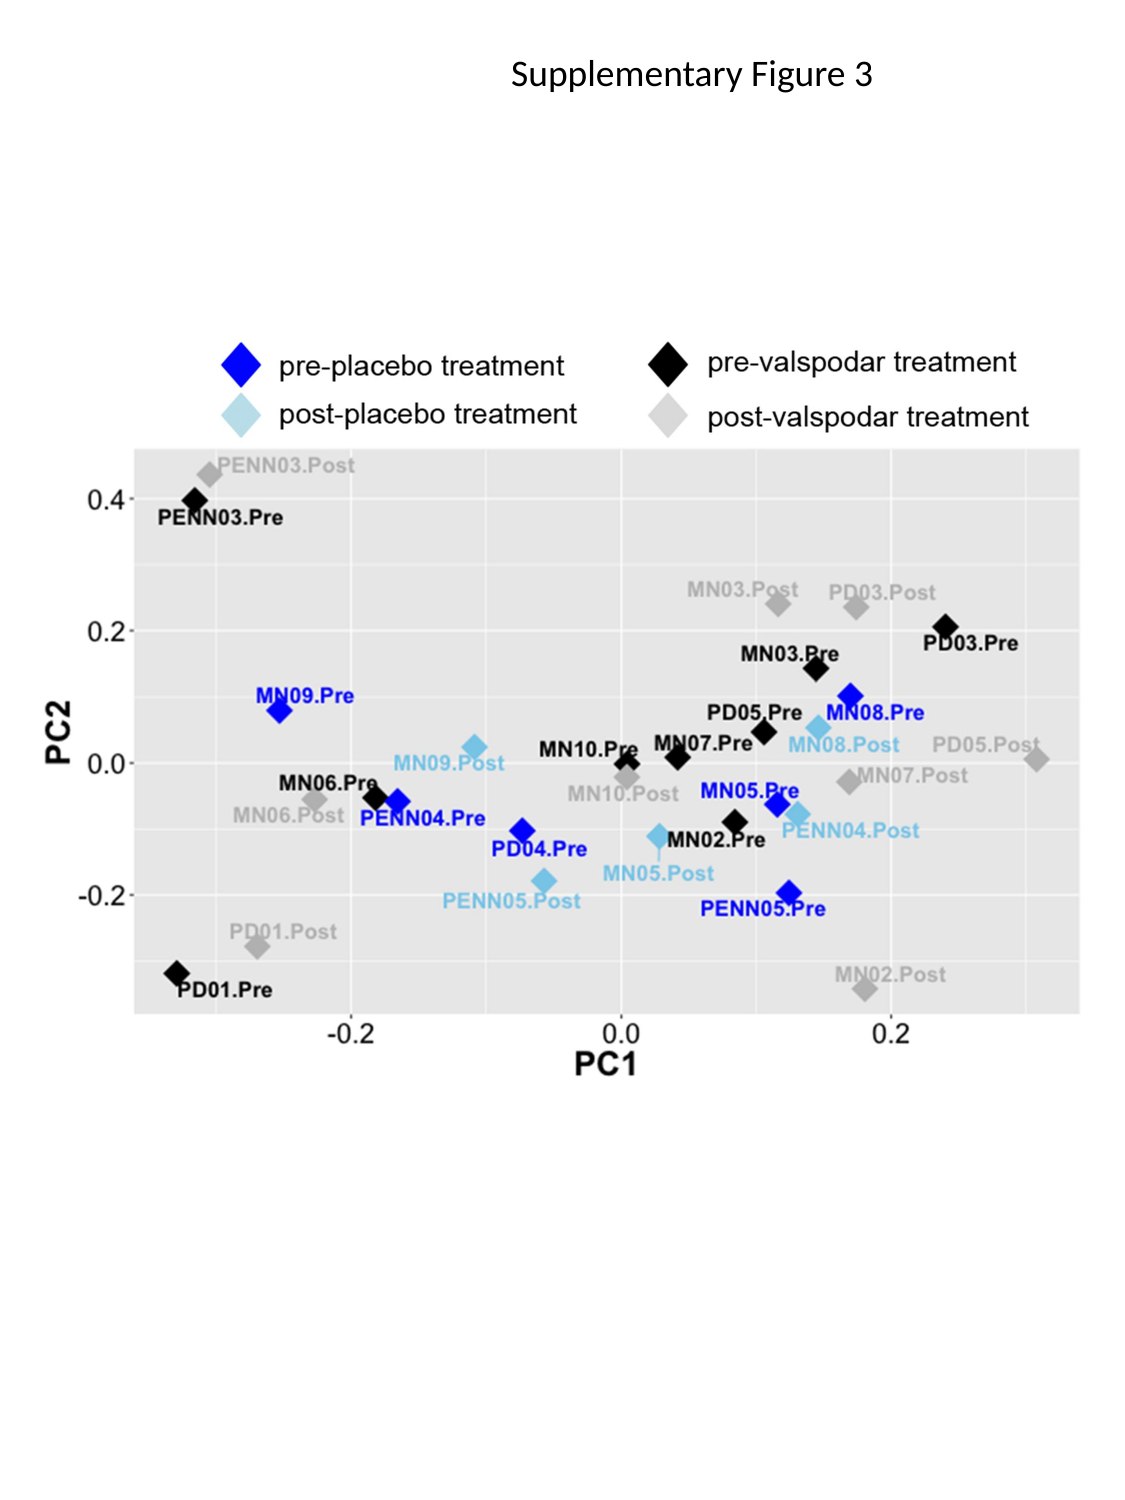

Supplementary Figure 3

How the deposited data were processed for this re-analysis (not part of the article)

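The study sequenced RNA of lymph nodes from dogs with large B-cell lymphoma, taken before (Day 0) and on (Day 4) treatment with placebo or valspodar. Conditions and dogs were taken from the sample labels, the methods and Supplementary Figure 3. The 29 libraries analysed came from 15 dogs: 6 placebo libraries at Day 0, 5 at Day 4, and 9 valspodar libraries on each day. The dog was the replicate, and 14 dogs had both days.

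The authors made the deposited FPKM values as follows, according to the paper's methods. Reads were trimmed with Trimmomatic, mapped to CanFam3 with HISAT2, quantified per library with Cuffquant with correction for reads that map to several places, and normalized with Cuffnorm by its classic-fpkm method. Replicates were not pooled. The paper tested differences with Cuffdiff, which was not run here because it needs the mapped reads; the tests below start from the FPKM values instead. The deposited table of the series holds 24580 genes, 5823 of them at 0 FPKM in every library. A file of each sample's own was compared with its column of that table, and the 29 columns were identical. Of these 29 files, 6 hold 2 tables, the other being that of another library. The file of MN02 Day 0 also holds MN06 Day 4, that of MN06 Day 0 holds PENN03 Day 4, and that of PENN03 Day 0 holds MN03 Day 4. The rest of these 6 files hold the other day of the same dog. The column of the sample's own name was the one compared, and the table of the series was used throughout.

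Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend) on log2(FPKM + 1), for the 11677 genes with a mean of at least 1 FPKM over all libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. The p-values of single genes given as limma's come from these fits. The comparisons were Day 4 against Day 0 in the placebo group, in the valspodar group and in all dogs (with the treatment group as a covariate), valspodar against placebo at Day 0 and at Day 4, and the difference of the 2 changes. Each fit held only the groups compared. Principal components were computed with prcomp. Other values were computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. Exact sign-flip tests flip the direction of whole dogs and are two-sided. Random draws used a fixed seed of 1.

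The labels pair the libraries, since both libraries of a pair come from the same dog. This was checked: the deviations of the 2 libraries of a dog from their group means correlated across genes with a median of 0.504 (from 0.199 to 0.678 over 14 pairs), against a median of -0.07 between different dogs. The main fits have no dog term because the paper's comparisons name none, and the fits with the dog as a block are given as alternatives.

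The number of reads per library cannot be read from FPKM values, and the paper gives only a minimum. Relative depth was taken from 1402 genes with low values, whose ratios between libraries repeat. A pair of libraries shared a median of 82 of these genes, and 37 at the fewest. A median of only 28.9% of the shared genes lay within 0.1 of the peak of their ratios. Of the pairs of libraries, 97.5% were within 0.1 of the fitted ratio on the log2 scale. Relative depth gives no counts, so no count test was run and no interval for counting error is given.

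The fits were tested on simulated data. With 200 of 11677 genes changed by 2 on the log2 scale, the fits recovered from 86% to 99.5% of the changed genes, with 0 to 12 other genes called, and called 0 genes when none was changed. Without a dog term, the simulated time comparisons with none changed gave only 103 to 132 genes at an unadjusted p under 0.05, so these fits are conservative when pairs of libraries share their level.

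The following choices were made before the data were examined: the sample mapping, the tests, the alternatives, and the rule for the genes named. The alternatives were a pseudocount of 0.1, no filter on low genes, a minimum mean of 5 FPKM, quantile normalization, median-ratio scaling, the dog as a block, all 4 groups in one fit, robust eBayes, and each dog left out in turn. For the principal components they were log2 values, genes scaled to unit variance, the filter on low genes, all components, and each dog left out. Alternatives chosen after seeing the data were the omission of genes at 1 value in every library of a comparison, the dog block with robust eBayes, quantile normalization or median-ratio scaling, and principal components of log2 values with scaled genes or with days permuted within dogs. The rule named every gene of Supplemental Tables 1 and 2, and the 5 genes with the smallest p in each direction among those past the threshold, with the same direction in at least 80% of paired dogs where days are compared. ENSCAFG00000022728, ENSCAFG00000011744, ENSCAFG00000027913 and ENSCAFG00000029517 are outside it and were chosen after their values were seen. Among the genes of the lists, those given with full statistics were also picked after their values were seen.

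The files list genes by Ensembl identifier and do not pair these with symbols. Symbols were taken from the Supplemental Tables, which name 7 genes of Supplemental Table 1 and 16 of Supplemental Table 2. The reference table of genes matched 0 identifiers. Planned analyses that need symbols were therefore not run: 0 of 15 marker lists reached the 80% of named genes set for them, and the RNA of ABCB1 and ABCG2 against survival and the sex-linked transcripts against the sex of the dogs are not analysed here.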

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

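Groups of 4 to 10 libraries or dogs were searched for 1 value far from the others (Dixon's ratio, the gap to the nearest value over the whole range, at the 95% level). The search covered 46 sets of values, of which 8 had such a value, where about 2.3 are expected by chance. The tests of explanations for the gene that divides the treatment groups were chosen after that gene was seen.

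For the changes of single genes, 4 of 30 sets had a dog far from the others. EEF1A1 fell far more in MN08 than in the other placebo dogs (ratio 0.722), and FN1 rose far more in PD03 than in the other valspodar dogs (0.506). ENSCAFG00000029302 (0.802) and ENSCAFG00000030746 (0.874) rose far more in MN02 than in the other valspodar dogs. The paper picked these genes for a difference in group means, which favours genes with 1 extreme dog. No explanation was tested for EEF1A1 and FN1.

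On the second principal component the Day 4 library of MN02 lay far from the other valspodar libraries of that day (0.941). The library most correlated with it is the Day 0 library of the same dog (Spearman correlation 0.918), but the match holds in this direction only. The Day 0 library of MN02 correlated most with MN10 at Day 4 (0.955), and 0.918 is the lowest value within a dog and inside the range between dogs, so a mislabelled sample stays open, although the test as first set would have argued against it. Its relative depth of 0.576 was the lowest, the others lying between 0.850 and 1.84. The score of this library was the same (-0.960) without genes under a mean of 1 FPKM, so noise in those low genes did not set it apart. Any other effect of a low depth was not tested. Depth is 1 property of 1 library, and a change in the node of this dog stays open.

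On the first principal component 3 libraries lay far from their groups: PENN04 at Day 4 with placebo (0.764), PD03 at Day 0 with valspodar (0.619) and PD05 at Day 4 with valspodar (0.515). The gene with the largest weight on this component, ENSCAFG00000022728, reached 130304 FPKM in the Day 4 library of PENN04, where the 10 most abundant genes took 40.6% of the summed FPKM. Components of unlogged FPKM follow such genes. No explanation was tested for these 3 libraries.

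ENSCAFG00000011417, which the paper does not discuss, was lower with valspodar than with placebo at Day 4 by a log2 fold change of -5.33. It was at 137 to 375 FPKM in the 5 paired placebo dogs on both days, and between 2.42 and 5.37 FPKM in the 9 valspodar dogs on both days and in the placebo dog PD04. An effect of valspodar is argued against, since the log2 difference was already -4.49 before treatment. Of the 18 genes whose dogs fall into 2 levels, this is the one that follows the groups best, with 1 dog on the wrong side. Some gene with 2 levels did as well in 66 of the ways to assign 9 of the 15 dogs to valspodar, which is 1.32% of them. An accident among these genes is therefore uncommon, though the gene was picked from several comparisons. A library batch that shifts many genes is argued against: 62 of 100 splits of the Day 0 libraries gave as many genes at an unadjusted p under 0.05. Breed and sex alone are argued against, since 2 breeds and 2 sexes had dogs at both levels. Whether the 2 levels are an inherited difference between dogs was not tested; if they are, the 1.32% measures how rarely the assignment alone would place them so unevenly. Reads shared with a similar gene and a batch that affects few genes stay open and were not tested.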

How the results depend on the processing

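The comparison between days in valspodar dogs, the difference of the 2 changes, and both lists of the Supplemental Tables kept their count of 0 genes past the threshold under every alternative run. The test of valspodar against placebo at Day 4 kept its count of 1 gene, ENSCAFG00000011417, under every alternative run, with each dog left out as well. The permutation p-values for the shares of variance of day and treatment in the principal components stayed above 0.05 under every alternative run. The shares themselves ranged from 0.078% to 9.25% for day and from 0.91% to 15.8% for treatment. Over the results that answer a comparison, 208 values under an alternative were the same as the main one and 11 moved. For single genes, 614 kept their direction and side of the threshold and 3 reversed.

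In the placebo group, 1 gene passed without the filter on low genes. It was ENSCAFG00000029517, with a mean of 0.0776 FPKM at Day 4, and the call comes from testing genes near 0. Across the fits that each left out one replicate, the count went from 0 to 1, the 1 gene being ENSCAFG00000027913 without PENN05 (log2 fold change 5.46). Its Day 0 level was 35.4 FPKM in the highest placebo library and 0 in the lowest.

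Over all dogs, the dog as a block gave 1 gene, ENSCAFG00000011744, with an adjusted p of 0.0254. The block with robust eBayes, with quantile normalization or with median-ratio scaling, chosen after seeing the data, gave 1 gene as well (adjusted p 0.0277, 0.0261 and 0.0259). The replicate block changed no other call. Without the block, leaving out 1 dog moved the number at an unadjusted p under 0.05 by over 1.5 times in several comparisons. It ranged from 220 (without PENN04) to 597 in the placebo group, from 91 (without PENN03) to 247 (without PD03) in the valspodar group, from 249 (without PENN04) to 699 over all dogs, from 43 (without PD04) to 117 for the difference of the changes, and from 432 to 846 (without PD01) for the treatment groups at Day 0. With the block, this number moved from 499 to 1939 over all dogs, from 157 to 1314 in the valspodar group, from 430 to 805 in the placebo group and from 81 to 428 for the difference of the changes. The block takes out the level of each dog, which both libraries of the dog share, and on simulated data with no difference it raised this number as well, from between 103 and 132 to between 570 and 617.

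For valspodar against placebo at Day 0, 1 gene passed with all 4 groups in one fit, 1 with robust eBayes and 1 with genes at 1 value in every library left out (chosen after seeing the data), where the main fit had none and a smallest adjusted p of 0.0717. Across the fits that each left out one replicate, the count went from 0 to 1, the 1 being without PD04. It was ENSCAFG00000011417 each time, with adjusted p-values of 9.4e-06, 0.047, 0.0321 and 4.4e-09 in that order. PD04 is the placebo dog with a low level of this gene.

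The share of the change carried by the dogs with the largest change was 90.6% for 2 dogs and 65.4% for 1 dog, as the smaller number of dogs implies. With log2(FPKM + 1) changes in place of FPKM, the median share of 2 dogs was lower, at 82.6% for the genes of Supplemental Table 1 and 70.4% for those of Supplemental Table 2. Leaving out 1 dog reversed 3 genes. The log2 fold change of EEF1A1 ranged from -1.19 without PD04 to 0.92 without MN08, that of MMP9 from -0.020 without PENN04 to 1.72 without PENN05, and that of ATF3 from -0.027 without PENN03 to 1.00 without MN06, across the fits that each left out one replicate. These genes were not past the threshold in any fit.

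The filter on low genes left the principal components unchanged, and median-ratio scaling had factors between 0.997 and 1.02, so neither says anything about stability. The alternatives set for the marker lists and for the transporters against survival were not run. Relative depth limits what the Day 4 library of MN02 can show for low genes.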

Differences from the paper's values

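The paper's Supplemental Table 1 holds 11 genes called between Day 0 and Day 4 in the placebo group, where limma on log2(FPKM + 1) called 0 (430 at an unadjusted p under 0.05). The paper's Supplemental Table 2 holds 19 genes in the valspodar group, where limma called 0 (157 at an unadjusted p under 0.05). None of the alternatives set before the data were examined closed either gap. Without the filter on low genes, and without dog PENN05, 1 gene passed in the placebo group, and in each case it is not a gene of Supplemental Table 1. Adjusted over the list alone, 2 of the paper's 11 genes passed, and 3 did so with quantile normalization or without PENN05. With all 4 groups in one fit, or without MN05, MN08 or PENN04, 0 did. Settings chosen after seeing the values gave 3 with genes at 1 value in every library left out and 3 with the dog block and robust eBayes. The paper used Cuffdiff, which starts from reads, and it was not run here.

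The mean FPKM values behind the paper's tables were within the spread of the libraries here. The ratio of the mean FPKM computed here to the paper's value ranged from 0.870 to 1.51, and the largest difference of a log2 fold change was 0.52, for MMP9. Both ends of this range were placebo means at Day 0, for EEF1A1 and MMP9. Those means include PD04, which has no Day 4 library and had the highest MMP9 level of that group (7.56 FPKM). Without PD04 both means lay nearer to the paper's values, so the sets of libraries compared may differ.

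The paper's text counts 16 pre-treatment samples and Supplementary Figure 3 shows 15, the number analysed here. In Supplementary Figure 3 the library farthest to the right on the first component is PD05 at Day 4, while prcomp at its defaults on FPKM put PENN04 at Day 4 there. Scores computed here correlated with the positions in the figure, read by eye, with r = 0.351 and 0.368 for the first and second components. With log2(FPKM + 1), set before the data were examined, they correlated with r = 0.948 and 0.902, and with genes scaled to unit variance with r = 0.909 and 0.944. With both, chosen after seeing the values, r was 0.911 and 0.947.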

Other observations

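The tests on the dog block, on the variation between dogs and on the factors of median-ratio scaling were chosen after the result was seen. For the changes shared between the groups and for the genes of Supplemental Table 2 in placebo dogs, the tests were set first. By the rule first set they would have argued against an effect of valspodar. That reading was withdrawn after their values were seen, because dog PENN04 weighed heavily in both.

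The counts of genes past the threshold were compared with other splits of the libraries, each parting every pair where days are compared. For the placebo group 32 of 32 splits gave at least as many genes as the real count of 0. So did 100 of 100 splits drawn for the valspodar group, 100 of 100 for all dogs, 100 of 100 for the treatment groups at Day 0 and 100 of 100 for the difference of the changes. A count of 0 is reached by any split. The numbers at an unadjusted p under 0.05 in the same splits were less even. Over all dogs the real 499 was reached by 1 of 100 splits, the real one itself (median 54). In the valspodar group the real 157 was reached by 6 of 100 (median 44), and in the placebo group the real 430 by 5 of 32 (median 132.5), the real split included. For the treatment groups at Day 4, 5 of 100 splits gave 1 gene or more.

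With the dog as a block, the days were exchanged within dogs. For the valspodar group 2 of 100 exchanges gave as many genes at an unadjusted p under 0.05 as the real 1314 (median 499), and for all dogs 2 of 100 gave as many as the real 1939 (median 479). The real arrangement is counted among them. For the placebo group it was 4 of 16, too few exchanges to go under 0.05. Many small changes between Day 0 and Day 4 may therefore be present, of which 1 gene, ENSCAFG00000011744, passed the threshold over all dogs. In placebo dogs it went from 15.0 ± 4.25 FPKM (SD, n = 6) to 21.8 ± 5.75 (SD, n = 5), and in valspodar dogs from 13.2 ± 3.84 to 17.4 ± 5.20 (SD, n = 9). Time and the change from wedge to tru-cut biopsies came together in every paired dog, and they were not tested apart.

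Without the dog term the time comparisons gave few genes at an unadjusted p under 0.05. Splits of the valspodar libraries that leave a pair together gave a median of 521 genes, and splits that part every pair a median of 44. This is in line with variation between dogs that both libraries of a dog share.

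The mean changes of the valspodar and the placebo dogs correlated across genes with r = 0.262, and 235 of 8192 sign flips of whole dogs gave a correlation as large. Genes are not independent replicates, so the flips are the test. With the change in relative depth regressed out it rose to 0.317, and 372 of 8192 flips gave a value as large (a share of 0.0454, against 0.0287 before). Relative depth as the whole cause is argued against, by a narrow margin. The correlation rests on a single dog, PENN04: without it r was 0.0812, and 847 of 4096 flips gave a value as large. It was also within the range of 95% of the flips without MN02, MN07 or PD05. A shared change is therefore a weak hypothesis, and an effect of valspodar is not excluded by it.

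Of the 19 genes of Supplemental Table 2, 17 had a mean change above 0 in the 5 placebo dogs. This number includes 2 genes that are on both Supplemental Tables and so were picked for their rise in placebo dogs as well. Without them 15 of 17 genes had a mean change above 0, with a median log2 change of 0.60, at percentile 100 among 10000 random lists matched on mean expression. The 17 genes as a whole rose in 3 of the 5 dogs (exact sign-flip permutation test, p = 0.3125, 0.3125 after adjustment over the lists of both tables). Their mean change over the placebo dogs was 0.49, and 0.18 without PENN04. Over all 19 genes, the change in valspodar dogs minus that in placebo dogs was 0.18 (exact permutation test over 2002 assignments, p = 0.75). An effect of valspodar and a change that has no relation to the drug cannot be told apart with 5 placebo dogs. Of the genes of Supplemental Table 1, 9 remain without the 2 on both tables, and 7 of these had a mean change in the listed direction in the valspodar dogs. As a whole they changed as listed in 7 of 9 dogs, by a mean of 0.30 on the log2 scale and 0.19 without PD05 (exact sign-flip permutation test, p = 0.16, 0.3125 after adjustment), which does not pass a threshold of 0.05. All 11 genes changed by a mean of 0.39 in the valspodar dogs (exact sign-flip permutation test, p = 0.043, 0.109 after adjustment over 4 tests). They include the 2 genes that were picked for their rise in valspodar dogs as well.

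More genes were at 1 FPKM or above at Day 4 than at Day 0 in 11 of 14 dogs, by a mean of 190 ± 240 genes (SD, n = 14; exact sign-flip permutation test, p = 0.0078). After Benjamini-Hochberg adjustment over the 15 tests of library measures the value was 0.0586, which fails the correction. No explanation was tested.

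The methods name Cuffnorm's classic-fpkm method, which the paper does not describe as scaling libraries to one another. Median-ratio factors were between 0.997 and 1.02 in every library, although the summed FPKM ranged from 749450 to 1513960. Genes of low, middle and high mean FPKM, taken apart, had factors from 0.913 to 1.16, and the smallest SD of their log2 factors was 5.64 times that of all genes together. Libraries that happen to be alike are argued against by this ratio. A candidate explanation is that the table already carries a scaling to the median gene.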
